# Bidirectional Expression of Metabolic, Structural, and Immune Pathways in Early Myopia and Hyperopia

**DOI:** 10.3389/fnins.2016.00390

**Published:** 2016-08-30

**Authors:** Nina Riddell, Loretta Giummarra, Nathan E. Hall, Sheila G. Crewther

**Keywords:** myopia, hyperopia, refractive error, transcriptome, RNA sequencing, gene expression, chick, retina

## Abstract

Myopia (short-sightedness) affects 1.45 billion people worldwide, many of whom will develop sight-threatening secondary disorders. Myopic eyes are characterized by excessive size while hyperopic (long-sighted) eyes are typically small. The biological and genetic mechanisms underpinning the retina's local control of these growth patterns remain unclear. In the present study, we used RNA sequencing to examine gene expression in the retina/RPE/choroid across 3 days of optically-induced myopia and hyperopia induction in chick. Data were analyzed for differential expression of single genes, and Gene Set Enrichment Analysis (GSEA) was used to identify gene sets correlated with ocular axial length and refraction across lens groups. Like previous studies, we found few single genes that were differentially-expressed in a sign-of-defocus dependent manner (only *BMP2* at 1 day). Using GSEA, however, we are the first to show that more subtle shifts in structural, metabolic, and immune pathway expression are correlated with the eye size and refractive changes induced by lens defocus. Our findings link gene expression with the morphological characteristics of refractive error, and suggest that physiological stress arising from metabolic and inflammatory pathway activation could increase the vulnerability of myopic eyes to secondary pathologies.

## Introduction

Myopia (short-sightedness) is the most common ocular disorder with rapidly increasing prevalence and severity worldwide (Seet et al., 2001; Pan et al., 2012). The increased axial length that characterizes myopic eyes results primarily from expansion of the fluid-filled vitreous chamber (Berman and Michaelson, 1964), and is accompanied by a decrease in the thickness of the vascular choroid (Hayes et al., 1986; Wallman et al., 1995; Westbrook et al., 1995) and thinning of fibrous scleral tissue that forms the eye's outer coating (Curtin and Teng, 1958). These structural changes greatly increase the risk of developing sight-threatening visual pathologies (Saw et al., 2005; Verhoeven et al., 2015), making the development of treatments to limit excessive ocular growth an important health and socioeconomic priority.

Ocular growth is controlled locally by the retina (Troilo et al., 1987; Wildsoet and Pettigrew, 1988) in a process that involves a complex interaction between an individual's genetic constitution and their environment (Wallman and Winawer, 2004). The role of the visual environment has been investigated using animal models in which rearing with negatively powered defocusing lenses or form deprivation occlusion increases the rate of growth (resulting in a larger myopic eye) while rearing with positively powered defocusing lenses slows growth (resulting in a smaller hyperopic eye; Wallman and Winawer, 2004). Microarray studies examining transcriptome changes in these models have implicated thousands of genes, however relatively few findings have been replicated across studies and it remains unclear which genes are important for controlling ocular growth (Ashby and Feldkaemper, 2010; Stone and Khurana, 2010; Stone et al., 2011).

Many of the transcriptome studies conducted to date have investigated a single ocular growth phenotype (e.g., myopia or hyperopia induction relative to controls; Tkatchenko et al., 2006; Brand et al., 2007; Mcglinn et al., 2007; Schippert et al., 2008). This experimental design makes it challenging to separate the genes involved in growth processes from those responding to the secondary effects of lens-wear (i.e., blur and physiological stress). Experimental designs that concurrently compare myopia and hyperopia induction enable identification of genes with expression profiles that are discriminatory for different ocular growth trajectories. Such genes are more likely to be directly involved in growth processes (thus providing attractive targets for therapy), and may also help to explain why myopic eyes are at a higher risk for secondary pathologies than their hyperopic counterparts. Although several studies have compared transcriptome-wide responses during ocular growth increases and decreases (Shelton et al., 2008; Ashby and Feldkaemper, 2010; Stone et al., 2011), few genes showing sign-of-defocus dependent expression have been identified and it has been suggested that distinctive (rather than bidirectional) genetic responses underlie myopia and hyperopia (Ashby and Feldkaemper, 2010; Stone et al., 2011).

Opportunities now exist to improve on the methods used by these past studies. Expression changes in animal models of refractive error have yet to be investigated using next generation RNA sequencing which is more quantitative, sensitive, and reproducible than the microarray technologies used previously (Wang et al., 2009). Additionally, most studies to date have analyzed data at the single gene level or used first generation pathway analyses to associate biological functions with lists of differentially-expressed genes (García-Campos et al., 2015). Second generation pathway analyses, such as gene set enrichment analysis (GSEA), are able to identify responses that are subtle at the single gene level because they do not require an arbitrary cut-off for differentially-expressed genes (Subramanian et al., 2005). Although the results of GSEA are more replicable and interpretable than single gene measures (Subramanian et al., 2005; Manoli et al., 2006), it has only been employed by one ocular growth study to date (Tkatchenko et al., 2006). Improvements can also be made at the experimental design level where very little is known about longitudinal changes because few studies have analyzed multiple treatment time-points (Brand et al., 2007; Mcglinn et al., 2007; Summers Rada and Wiechmann, 2009; Stone et al., 2011). Moreover, only one study has directly correlated expression shifts with the ocular growth phenotype of individual animals (Tkatchenko et al., 2006).

Thus, in the present study we used GSEA and a longitudinal design to identify gene expression patterns related to eye size and refraction across three conditions in chick: normal development, optically induced myopia, and optically induced hyperopia. As theories of visually regulated ocular growth hypothesize biological signals that propagate from the retina through to the choroid (e.g., Wallman et al., 1995; Rymer and Wildsoet, 2005; Crewther et al., 2006; Feldkaemper and Schaeffel, 2013), retina/RPE/choroid samples were profiled using RNA sequencing following 1, 2, and 3 days of lens-wear, or no lens rearing. We then used GSEA to identify gene sets correlated with ocular axial length and refraction across lens groups at each time-point.

## Materials and methods

### Animals and rearing

One hundred male chicks (Leghorn/New Hampshire), obtained from a commercial hatchery, were raised from post-hatch days 0–4 under a 12-h day/night light cycle (beginning at 8 a.m.) in groups of < 25. In the middle of the light cycle on day 5, chicks were randomly assigned to a lens condition (+10 or −10 diopters, or No Lens), and lenses (Polymethyl Methacrylate) attached to Velcro were fixed to the periocular feathers of the right eye. Following a further 1, 2, or 3 days with lenses attached, 10–12 chicks per lens group were anaesthetized (ketamine, 45 mg/kg; xylazine, 4.5 mg/kg i.m.) and right eye refraction and axial dimensions determined by retinoscopy (Keeler, Vista Diagnostic Instruments) and A-Scan ultrasonography (A-Scan III, TSL; Teknar, Inc. St Louis, USA; 7 MHz probe). Chicks were euthanized and their right eyes were enucleated. The retina/RPE/choroid was immediately collected from the posterior eyecup and frozen in liquid nitrogen before being transferred to −80°C. Note that tissue was collected from right eyes only to avoid the confounding influence of right/left eye developmental asymmetries in chick (Rogers and Bolden, 1991). Similarly, separate control animals were used because monocular treatments in chick can affect blood flow (Shih et al., 1993; Jin and Stjernschantz, 2000), refraction and axial length (Wildsoet and Wallman, 1995) in the contralateral eye. All procedures were conducted in accordance with the protocols approved by the La Trobe University Animal Ethics Committee and adhere to the ARVO Statement for the use of Animals in Ophthalmic and Vision Research.

### RNA isolation and library construction

Four chicks per lens*time condition were chosen for RNA extraction based on strong and cohesive biometric responses. The selected samples had been collected between 1 and 3 p.m. on days 1–3, and were counterbalanced for the order of collection across lens-groups. Total RNA was isolated from the retina/RPE/choroid using the miRNeasy Mini Kit (Qiagen, Germantown, MD, USA) including DNase digestion. RNA quality and quantity was assessed on the 2100 Bioanalyzer (RNA 6000 Nano Kit; Agilent Technologies, Santa Clara, CA, USA). All samples had an RNA integrity number (RIN) of >8.3. RNA quantity was also assessed on the Qubit 2.0 Fluorometer (RNA-HS assay; Life Technologies, Carlsbad, CA, USA).

Using an average of concentration measures obtained from Qubit and Bioanalyzer assays, 2.5 μg of RNA from each sample was used for library preparation and RNA sequencing. Libraries were prepared using the TruSeq Stranded mRNA LS kit (Illumina, San Diego, CA, USA) with dual indexing according to the manufacturer's instructions. The generated libraries were assessed on the 2100 Bioanalyzer (DNA 1000 kit; Agilent Technologies, Santa Clara, CA, USA) to ensure an average size distribution of approximately 280 bps, then quantified on the Qubit 2.0 Fluorometer (dsDNA HS assay; Life Technologies, Carlsbad, CA, USA) and by qPCR (GeneRead Library Quant Array; Qiagen, Germantown, MD, USA). Libraries were normalized to 10 nM in Tris-HCl (10 nM, pH8.5 with 0.1% Tween 20), pooled, and prepared for cluster generation on the Illumina cBot using the TruSeq SR Cluster Kit V3-cBot (Illumina, San Diego, CA, USA) with denatured template DNA diluted to 7 pM. The flow cell and sequencing reagents (TruSeq SBS Kit V3; Illumina, San Diego, CA, USA) were loaded on the Illumina HiSeq 1500 and a dual-index, single-end, 100 bp sequencing run performed. RNA-Seq data for each sample are available at the NCBI Gene Expression Omnibus under accession number GSE78042 (www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE78042).

### Biometric data analysis

Between group statistical comparisons of refraction and axial length were made using Analyses of Variance (ANOVA) with relevant *post-hoc* tests as required. Both dependent variables were normally distributed (Shapiro Wilks Test *p* > 0.05 and/or skewness and kurtosis within acceptable range), however refraction data violated the assumption of equal variances (Levene's Test *p* < 0.05). A conservative significance threshold (α = 0.001) was used for tests of group differences in refractive state to combat any resulting Type I error inflation (Harwell et al., 1992).

### Sequencing data analysis

#### Pre-processing

Three samples were sequenced in the 1 and 2 day No Lens groups, and 4 samples were sequenced in all other conditions. Read quality was assessed using FastQC (www.bioinformatics.bbsrc.ac.uk/projects/fastqc/), and adapter and low quality (Q-score < 10) sequences removed using CutAdapt (Martin, 2011) and Trimmomatic (Bolger et al., 2014). Reads were mapped to the chick genome (GalGal4) using Tophat2 (Kim et al., 2013) and Bowtie2 (Langmead and Salzberg, 2012). The number of reads uniquely mapping to each gene was counted using existing gene models with HTSeq (Anders et al., 2014). Supplementary Table S1 lists the total number of gene counts for each sample, Supplementary Figure S1 shows the variance for each sample group, and Supplementary Figure S2 shows PCA plots for samples at each time-point.

#### Differential gene expression

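Gene counts from the 4 chicks that wore a positive lens for 3 days and from the 4 age-matched No Lens chicks were compared with edgeR's likelihood ratio test. Of 11501 genes tested, 692 were differentially-expressed at an adjusted p-value below 0.05, with 639 higher and 53 lower under the positive lens. Between the 4 negative lens chicks and the 4 positive lens chicks of the same day, 64 genes were differentially-expressed, of which 8 were higher and 56 lower under the negative lens. The same test called between 2 and 13 genes in each of the other 5 comparisons of a lens group with its age-matched No Lens group.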

Our initial single gene analysis using EdgeR (Robinson et al., 2010) identified a very large number of differentially-expressed genes following 3 days of positive lens-wear (relative to other conditions). At the suggestion of a reviewer, we subsequently reanalysed our data using the more conservative DESeq2 approach (Love et al., 2014). We chose to incorporate the latter DESeq2 results in the manuscript as our own comparisons indicated that this method was better able to discriminate genes with previously demonstrated relevance for the treatment factors of interest (myopia and hyperopia induction). Moreover, previous research suggests that DESeq2 is better able to control the Type I error rate (Soneson and Delorenzi, 2013). 

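The genes called by the likelihood ratio test were set beside the genes that the paper itself lists from EdgeR. For the positive lens at 3 days the paper's list holds 593 genes, and 570 of them were called here. For the negative lens the shared genes were 11 of the paper's 16 at 1 day, 10 of 12 at 2 days and 8 of 8 at 3 days, and for the positive lens 1 of 1 at 1 day and 6 of 9 at 2 days. Over time, 36 of the paper's 42 genes were shared for the No Lens group between days 2 and 3, 3 of 3 for the negative lens group between days 1 and 2, 7 of 7 between days 2 and 3, and 6 of 17 for the positive lens group between days 2 and 3.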

The results of the EdgeR analysis are provided in Supplementary Tables S2, S3.

Using DESeq2, we first assessed differential gene expression for each lens condition (myopia or hyperopia induction) relative to age matched no lens controls. Gene counts for all lens conditions were loaded into R (R Core Team, 2013) separately for each time-point (1, 2, and 3 days). Differentially expressed genes (DEG) were identified using the SARTools (Varet et al., 2016) DESeq2 (Love et al., 2014) pipeline with default settings and a Benjamini-Hochberg adjusted *p*-value cut-off of 0.05. DEG in each lens condition were then tested for over-representation of Gene Ontology (GO) level 3–5 terms in ConsensusPathDB (Kamburov et al., 2009) using all genes measured as the background (FDR *q* < 0.05). To facilitate interpretation of GO results, the Cytoscape Enrichment Map app (Merico et al., 2010) was used to cluster over-represented ontologies containing similar genes. Ontologies that clustered together with an overlap co-efficient of >0.55 were collapsed into a single annotation and visualized as chord diagrams using the GOplot package in R (Walter et al., 2015). Results from the original ConsensusPathDB analysis (i.e., before redundant annotations were combined) are provided in Supplementary Tables S4, S5.

Differential gene expression was also assessed across time within each lens group. Gene counts for all time-points were loaded into R (R Core Team, 2013) separately for each lens condition. Genes differentially expressed in each lens group (negative, positive, and no lens) between 1–2 and 2–3 days were identified. All other processes were conducted as described above for cross-lens comparisons. Hypergeometric tests (*p* < 0.05) were used to determine whether the overlap in gene findings within and across groups was more than expected as a result of chance (using the total number of genes measured as the reference).

#### Validation of single-gene findings using previously published data

Rather than performing qPCR validation for a small number of DEG (Hughes, 2009), we chose to use GSEA to validate our single gene results against a previously published microarray dataset of similar design. This approach was based on the reasoning that the genes classified as significantly up- and down-regulated in our study should be enriched at the top and bottom, respectively, of a microarray dataset testing the same treatment effect (Suárez-Fariñas et al., 2010).

The most similar available microarray data series was obtained from the GEO Database (GSE24641). In this microarray study, Stone et al. (2011) assessed the effects of 6 h and 3 days of negative and positive lens-wear relative to contralateral control eyes in chick. A comparison of Stone's methods with those of the present study is provided in Supplementary Table S6. The raw microarray CEL files were pre-processed using robust multi-array analysis (RMA), probe sets were median summarized, and log intensity values were imported into the GSEA program. We tested Stone's 6 h and 3 day negative lens data for enrichment of the genes up-regulated and down-regulated in the present study following 1, 2, and 3 days of negative lens-wear using the Signal2Noise metric. We expected that this approach would validate genes that respond robustly to negative lens-wear under the varied conditions encompassed by the two datasets, and help to rule out the influence of small undesirable methodological differences (e.g., contralateral eye effects, exact light intensity, space in the rearing cage, goggle material etc.) likely to be reproduced by a within-lab qPCR validation. The genes differentially-expressed following positive lens-wear were not validated using this approach because GSEA cannot accurately adjust the enrichment statistic for very small gene set sizes (Subramanian et al., 2005).

#### Gene set enrichment analysis

GSEA (Subramanian et al., 2005) was used to analyse the expression of Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathways from the molecular signatures database (mSigDB) (Kanehisa and Goto, 2000; Liberzon et al., 2011). The primary analyses were designed to identify KEGG gene sets correlated with ocular axial length and refraction across lens groups at each time-point. Expression values (counts per million) were imported into the GSEA program (Subramanian et al., 2007). GSEA was conducted with 1000 phenotype permutations using a continuous increasing phenotype label based on the axial length or refraction measure for each sample across lens groups at each time-point (1, 2, and 3 days). Pearson's metric, which uses Pearson's correlation to determine the degree of linear relationship between the gene set and expression profiles, was used for ranking genes. An FDR cut-off of 0.25 was used (as recommended by the Broad Institute GSEA User Guide; http://software.broadinstitute.org/gsea/doc/GSEAUserGuideFrame.html) and gene set sizes limited to 15–500. As with the single gene measures, further GSEA were conducted to assess KEGG pathway expression changes across time within each lens group. A continuous increasing phenotype label was used based on time in hours for each sample. All other processes were as conducted as described above for cross lens comparisons.

#### Leading edge subset analysis and enrichment map figure generation

Following GSEA, leading edge subset (LES) analysis was used to identify the most relevant genes within each enriched pathway (these LES genes are referred to as “core” pathway genes in the results section). This additional analysis allowed identification of enriched gene sets representing similar biological signals (i.e., gene sets with highly similar core genes; Subramanian et al., 2005). To cluster these redundant pathways we used the Enrichment Map App (Merico et al., 2010). For pathways implicated in both refraction and axial length analyses, the LES genes were combined into a single list. A gene set file was then constructed from the LES of each enriched pathway and imported into Cytoscape along with the GSEA results. For each time-point (1, 2, and 3 days), an enrichment map was built using an overlap coefficient cut-off of 0.3. In the resulting network diagrams, each node represents a pathway. Node size indicates the number of core genes in the LES for that pathway, and connections between nodes indicate common LES genes. To further interrogate the basis of pathway correlations with eye size, we also created line graphs showing the mean log2-fold change for each pathway's LES genes across lens groups.

## Results

### Ocular refraction and axial dimensions

Chicks wearing −10D lenses became myopic and those wearing +10D lenses became hyperopic (Figure 1A). This refractive compensation was accompanied by an increased (−10D) or decreased (+10D) rate of axial growth relative to normally developing eyes (Figure 1B). As expected, there was a strong negative correlation between axial length and ocular refraction (Figure 1C).

**Figure 1:**
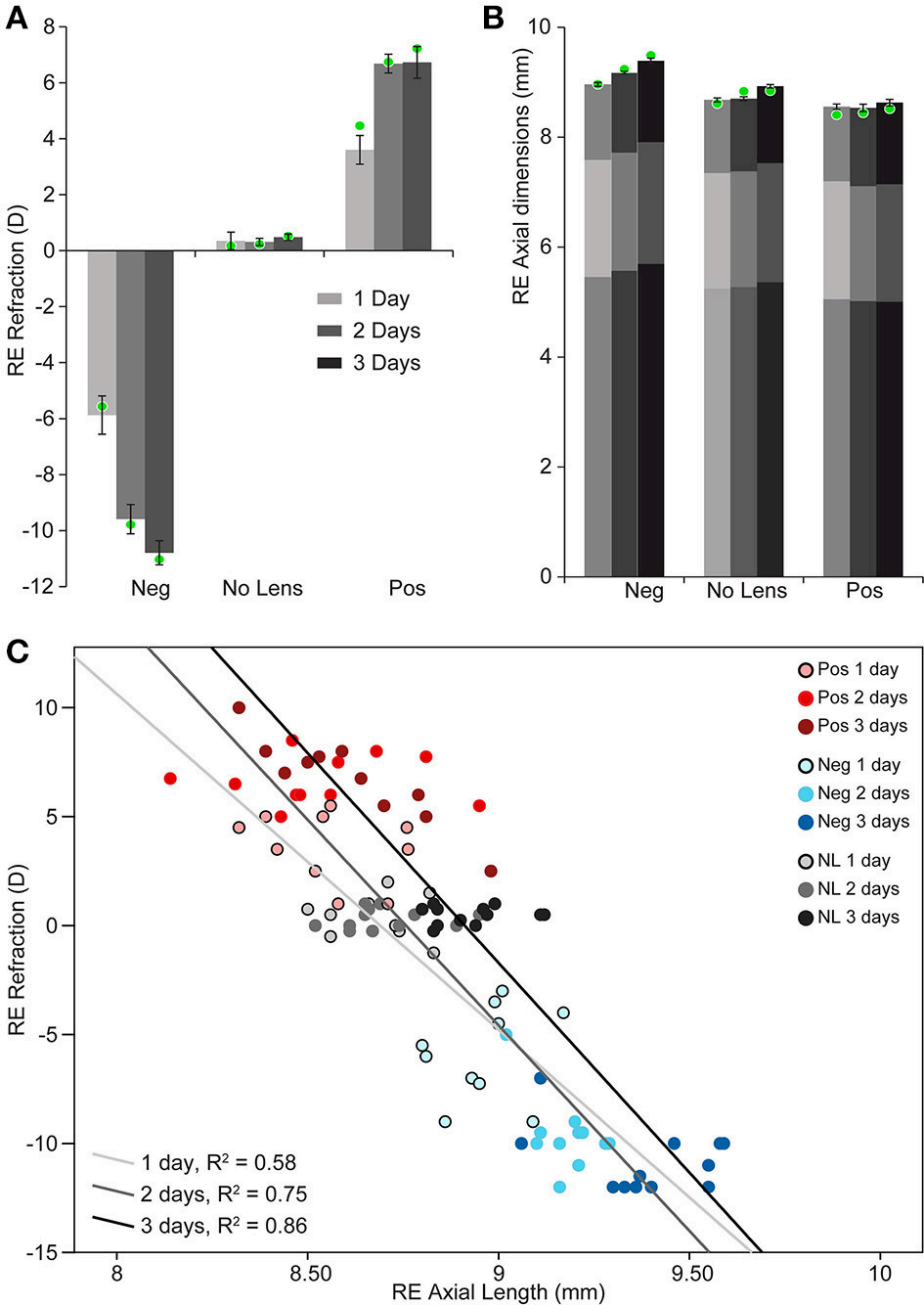
**Graphs showing refraction and axial dimensions during myopia and hyperopia induction, and normal development. (A)** Mean (±SE) right eye refraction. **(B)** Mean (±SE) right eye axial length (measured from the cornea to the outer limiting membrane of the retina). Mean anterior and vitreous chamber depths are shown as darker shaded regions at the top and bottom, respectively, of axial length measures. These biometric values are for *n* = 10–12 chicks per condition. Mean refraction and axial length for the subset of these chicks chosen for sequencing are shown as green circles superimposed on the graphs in “A” (*n* = 4 per condition selected for strong and cohesive phenotypic responses). **(C)** Scatter plot showing the relationship between refractive error and axial length (Pearson's correlation coefficient for all data points: *r* = −0.846, *p* < 0.001).

Two-way ANOVAs were conducted to compare the effects of lens-wear (+10D, No Lens, −10D) and induction time (1, 2, 3 days) on refraction and axial length. There was a significant main effect of lens-wear [*F*_(2, 90)_ = 842.96, *p* < 0.001], but not time [*F*_(2, 90)_ = 1.24, *p* = 0.296], on ocular refraction. A significant interaction between lens-wear and time was also observed [*F*_(4, 90)_ = 24.42, *p* < 0.001]. *Post-hoc* tests revealed that the refractive state of all lens groups was significantly different by the earliest 1 day induction time-point (*p* < 0.001 for all comparisons). In contrast, the main effects of lens-wear [*F*_(2, 91)_ = 134.52, *p* < 0.001] and time [*F*_(2, 91)_ = 24.18, *p* < 0.001] on ocular axial length were both significant. As expected, an interaction effect was also observed [*F*_(4, 91)_ = 4.08, *p* = 0.004]. *Post-hoc* tests revealed that chicks wearing −10D lenses had longer axial lengths than No Lens controls by 1 day (Tukey HSD *p* < 0.001), however the axial length difference between +10D and No Lens chicks did not reach significance until 2 days (Tukey HSD *p* = 0.035). Because positive lens-wear slows axial elongation relative to normal development, the axial length difference between positive and No Lens groups (and thus the absolute effect size) is limited by the rate of growth in the No Lens group. This may explain why the axial length difference between No Lens and positive lens chicks was not significant on day 1.

### Genes differentially-expressed between lens groups at each time-point

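Retina, retinal pigment epithelium and choroid were removed as one tissue from one eye of each of 34 chicks that wore a +10 D lens, a -10 D lens or no lens, and their messenger RNA was sequenced as strand-specific, single-end reads. The positive lens moves the focal plane in front of the retina and slows eye growth, and the negative lens moves it behind the retina and speeds eye growth. The authors trimmed the reads, aligned them to the chicken genome build GalGal4 with Tophat2, counted with HTSeq the reads that mapped to a single gene, and deposited these whole-number counts without normalization. The table lists genes by Ensembl identifier, of which 1426 carry no gene symbol and 44 symbols belong to more than one gene. Each group had 4 chicks, except the No Lens groups at 1 and 2 days, which had 3. At 1 day the total count per chick was 4158326 to 10148597 without a lens (median 5081775), 3447367 to 11360907 with the negative lens (median 4465755) and 3477954 to 13765634 with the positive lens (median 4402458). At 2 days it was 3078121 to 9901800 without a lens (median 3947552), 4043788 to 11216801 with the negative lens (median 4802378) and 3383933 to 6492719 with the positive lens (median 4921564). At 3 days it was 5048832 to 10835985 without a lens (median 5327886), 2696567 to 9230350 with the negative lens (median 6177328) and 1592763 to 7978470 with the positive lens (median 5553422). These totals are 0.0131 to 0.0207% below those in Table S1. All 48 pairs of chicks within a group differed by more than the sampling noise of their counts, so every chick was used as 1 replicate. Counts were normalized by edgeR's TMM method, and each lens group was compared with its age-matched No Lens group by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a fit of all chicks of that day. Genes with too few reads for a test were left out by edgeR's filterByExpr with a minimum count of 10, which kept 11448 genes at 1 day, 11410 at 2 days and 11501 at 3 days. Counts were also simulated for 3 comparisons with these library sizes, with 200 genes changed and each gene drawn independently of the others. Between 65 and 83% of genes changed by 1 on the log2 scale and between 88.3 and 97.3% of genes changed by 2 were called. These rates hold for that setting only. Where fewer genes change, the adjusted threshold is harder to pass. A count of 0 called genes therefore does not show that no gene changed. Choices that could change a call include the test, the chicks that share the estimate of the dispersion and each single chick. The reason is that 3 or 4 replicates leave little to estimate the spread from. Another normalization, no filter on low counts and a surrogate variable also changed the count in some comparisons.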

To provide a basis for comparison with past studies, we first assessed differential gene expression in lens groups relative to no lens controls. In the negative lens-group, 20, 19, and 3 genes were differentially-expressed at 1, 2, and 3 days, respectively (Figures 2A,C). 

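No gene of the negative lens group passed an adjusted p-value of 0.05 in the quasi-likelihood test, at 1, 2 or 3 days. At an unadjusted p-value below 0.05 there were 364, 568 and 1181 genes. These counts depended on the test and on single chicks. With one chick left out in turn the quasi-likelihood test called 0 to 1 genes at 1 day, 0 at 2 days and 0 to 355 at 3 days, the highest without one of the negative lens chicks. DESeq2 with the shrinkage of fold changes that was its default, the test the paper names, called 18 genes at 1 day, 17 at 2 days and 7 at 3 days. The paper's own 20, 19 and 3 genes were all tested here, and all had the direction the paper gives and an unadjusted p-value below 0.05. Adjusted over the paper's list alone, all of them passed 0.05, which shows no stability because the list was chosen on these same chicks. DESeq2 called 15, 16 and 2 of them. Of the 3 genes of day 3, WNT9A rose from 1.05 ± 0.13 CPM (normalized for library size, mean ± SD, n = 4) to 6.95 ± 2.71 (n = 4), a log2 fold change of 2.69 (standard error 0.41, adjusted p = 0.0897 from edgeR's quasi-likelihood test). GNAT1 rose from 101 ± 13.3 to 148 ± 14.4 CPM, a log2 fold change of 0.54 (standard error 0.10, adjusted p = 0.195). SFRP4 was lower, at 12.5 ± 6.77 CPM against 37.3 ± 17.5 without a lens, a log2 fold change of -1.68 (standard error 0.34, adjusted p = 0.320). At 2 days SFRP4 was at 13.0 ± 7.98 CPM with the negative lens and 10.0 ± 6.87 without a lens. The difference at 3 days thus came with a rise in the No Lens group. For each of the 3 genes all 4 negative lens chicks lay on one side of all 4 No Lens chicks (exact permutation test, two-sided, p = 0.0286, the smallest that 4 chicks against 4 allow).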

In the positive lens condition, 5, 9, and 2 genes were differentially-expressed at 1, 2, and 3 days, respectively (Figures 2B,D). These single gene results demonstrated good concordance with past microarray studies; many of the DEG have been implicated previously (see Supplementary Table S8 for details), and the DEG following negative lens-wear were enriched at the top and bottom of the most similar available microarray dataset as assessed using GSEA (see Supplementary Figure S3). 

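In the positive lens group 0 genes were called at 1 day, 0 at 2 days and 101 at 3 days, with 443, 286 and 2027 genes at an unadjusted p-value below 0.05. Of the 101 genes, 94 were higher and 7 lower with the lens. DESeq2 called 5, 9 and 532 genes, and all 101 were among the 532. The count of the quasi-likelihood test at 3 days rested on single chicks, since it ranged from 0 to 107 over 8 fits that each left out one of the chicks compared. With DESeq2 it stayed between 131 and 846 over 12 fits that each left out one chick of 3 days, which were added after the data were seen. Both genes that the paper lists for 3 days were among the 101. With all 34 chicks in one quasi-likelihood fit 6 genes were called at 3 days, of which 3 were among the 101 and none were among the 2 that the paper lists. ENSGALG00000014171, which has no symbol, rose from 10.3 ± 1.04 (SD, n = 4) to 22.4 ± 3.72 CPM (n = 4), a log2 fold change of 1.08 (standard error 0.17, adjusted p = 0.0292 from edgeR's quasi-likelihood test). SFRP4 was lower than without a lens, at 7.66 ± 2.96 CPM, a log2 fold change of -2.21 (standard error 0.36, adjusted p = 0.0312). It did not fall over time with the lens, since it was at 6.35 ± 2.60 CPM at 2 days. Without a lens it rose from 10.0 CPM at 2 days to 37.3 at 3 days. The change of ENSGALG00000021139 was the largest (log2 fold change 3.92, adjusted p = 0.0391 in edgeR's quasi-likelihood test), but its 2 groups overlapped. Among genes whose groups did not overlap, the largest changes were those of C17orf53, CLDN11, FAM43A, ENSGALG00000000308 and ENSGALG00000026878, with log2 fold changes from 2.25 to 2.73 and adjusted p-values from 0.0312 to 0.0497 in the same test. All 5 had means between 0.47 and 2.81 CPM without a lens, so these fold changes stand on few reads. Each of these 5 genes, ENSGALG00000014171 and SFRP4 separated the 4 chicks with the lens from the 4 without one.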

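BMP2 (ENSGALG00000008830) encodes a bone morphogenetic protein. At 1 day its expression was 17.3 ± 1.86 CPM (SD, n = 3) without a lens, 5.33 ± 1.79 (n = 4) with the negative lens and 32.2 ± 8.52 (n = 4) with the positive lens. The log2 fold change was -1.67 for the negative lens (standard error 0.26, adjusted p = 0.152 from edgeR's quasi-likelihood test) and 0.91 for the positive lens (standard error 0.24, adjusted p = 1.00). No chick of one group overlapped with another at this age (exact permutation test, two-sided, p = 0.0286 for each lens, the smallest possible). The paper selected BMP2 for these differences in these same chicks, so the separation is no independent support. Between the lenses the log2 fold change, negative relative to positive, was -2.58 (standard error 0.24, adjusted p = 0.00169) at 1 day and -1.88 (standard error 0.23, adjusted p = 0.0102) at 2 days. At 3 days it was -0.78 (standard error 0.30, adjusted p = 0.641), and BMP2 of the positive lens group no longer differed from the No Lens group (13.6 ± 5.86 against 15.9 ± 5.02 CPM). The count of genes called in both lens groups at one age with opposite directions was 0 in the quasi-likelihood test. It was 2 with DESeq2, BMP2 at 1 day and NPR3 at 3 days.

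**Figure D1:**
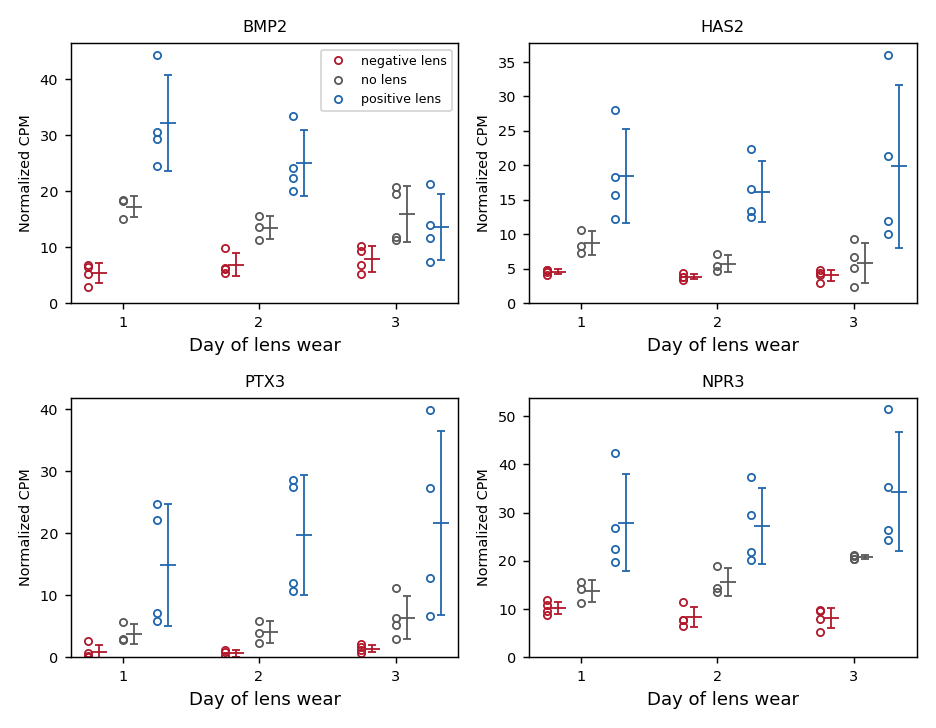
Expression of BMP2, HAS2, PTX3 and NPR3 in CPM against days of lens wear, for chicks with no lens, a negative lens and a positive lens. Circles are single chicks and bars are the mean ± SD. BMP2 at 1 day lies at 15.1 to 18.5 CPM without a lens, at 2.88 to 6.85 with the negative lens and at 24.5 to 44.4 with the positive lens.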

Notably only one gene, *BMP2*, was differentially expressed during both myopia and hyperopia induction in a sign-of-defocus dependent manner.

**Figure 2:**
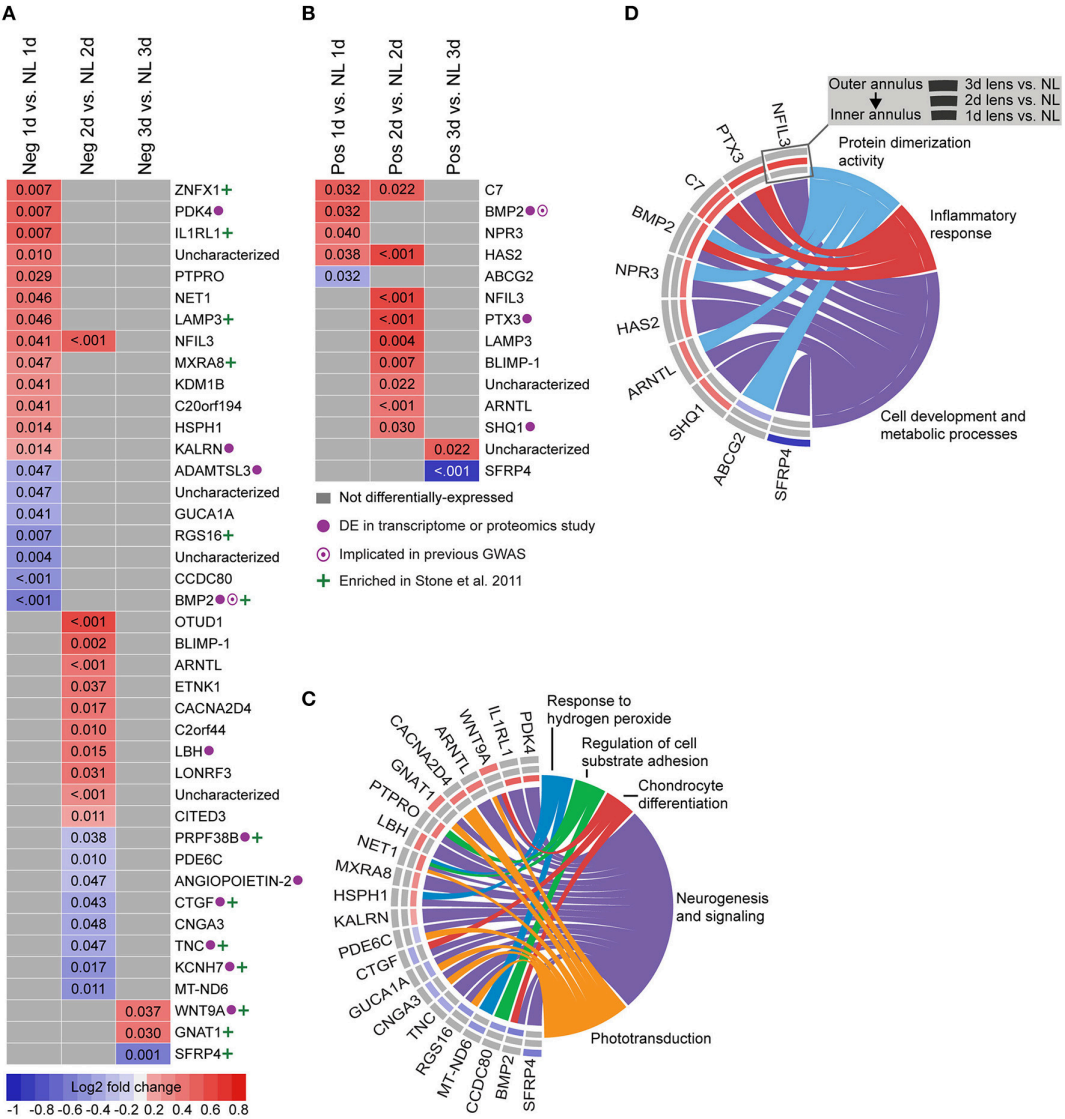
**Differential expression of single genes in lens relative to no lens groups. (A)** Heatmap showing genes differentially expressed following 1, 2, and 3 days of negative lens induced myopia induction. **(B)** Heatmap showing genes differentially expressed following 1, 2, and 3 days of positive lens induced hyperopia induction. Fold change is indicated by grid color (red = up-regulation, blue = down-regulation, gray = not differentially-expressed) and Benjamini–Hochberg adjusted *p*-values are super-imposed on the grid. Purple symbols indicate genes implicated in past exploratory animal or human studies of refractive error. Green symbols indicate genes enriched at the top or bottom of a comparable microarray dataset (see Supplementary Figure S3 for details) **(C)** Chord diagram showing over-represented GO terms for the genes differentially-expressed during myopia induction (i.e., all genes shown in “A”). **(D)** Chord diagram showing over-represented GO terms for the genes differentially-expressed during hyperopia induction (i.e., all genes shown in “B”). For chord diagrams, over-represented GO terms are shown on the right and genes contributing to this over-representation are shown on the left. Squares following gene symbols indicate whether a gene was differentially-expressed following 1, 2, or 3 days of lens-wear. For details of differential gene expression see Supplementary Table S7. For details of commonalities with past studies see Supplementary Table S8.

### Genes differentially-expressed within lens groups over time

We also analyzed gene expression over time within each lens group (i.e., between days 1–2 and 2–3; see Supplementary Table S9 for detailed results). 

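For changes over time, the 3 ages of one lens group were fitted together and consecutive days were compared with the quasi-likelihood test. Each age comes from different chicks, so a change over time is a difference between groups of 3 or 4 chicks. The fits covered 11460 genes without a lens, 11368 with the negative lens and 11432 with the positive lens.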

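With the positive lens, 0 genes were called between days 1 and 2 and 0 between days 2 and 3, beside 162 and 467 genes at an unadjusted p-value below 0.05. DESeq2 called 0 and 3 genes. With all 34 chicks in one fit the second count was 46 genes in the quasi-likelihood test and 115 in DESeq2, the latter fit being added after the data were seen.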

No genes were differentially-expressed over time during hyperopia induction. This may be because expression measures began at 1 day when substantial refractive compensation had already occurred. By comparison, 32 genes were differentially-expressed during myopia induction (Figures 3B,D), and 57 genes were differentially-expressed during normal development (Figures 3A,C).

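With the negative lens the quasi-likelihood test called 3 genes between days 1 and 2 and 0 between days 2 and 3, with 633 and 579 at an unadjusted p-value below 0.05. All 3 fell. ENSGALG00000013057 went from 17.5 ± 3.91 (SD, n = 4) to 5.46 ± 0.57 CPM, a log2 fold change of -1.67 (standard error 0.22, adjusted p = 0.0224 from edgeR's quasi-likelihood test). ZNFX1 went from 36.1 ± 6.60 to 15.1 ± 2.54 CPM, a log2 fold change of -1.25 (standard error 0.17, adjusted p = 0.0224). ARRDC3 went from 146 ± 14.7 to 86.2 ± 10.7 CPM, a log2 fold change of -0.75 (standard error 0.11, adjusted p = 0.0416). None of the 3 overlapped between the days. Without a lens 0 genes were called between days 1 and 2 (573 at an unadjusted p-value below 0.05) and 1 between days 2 and 3 (562 at an unadjusted p-value below 0.05), which was NFIL3. DESeq2 called 30 genes over time with the negative lens and 53 without a lens. Leaving out one chick moved the No Lens count between days 2 and 3 to values from 0 to 56.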

**Figure 3:**
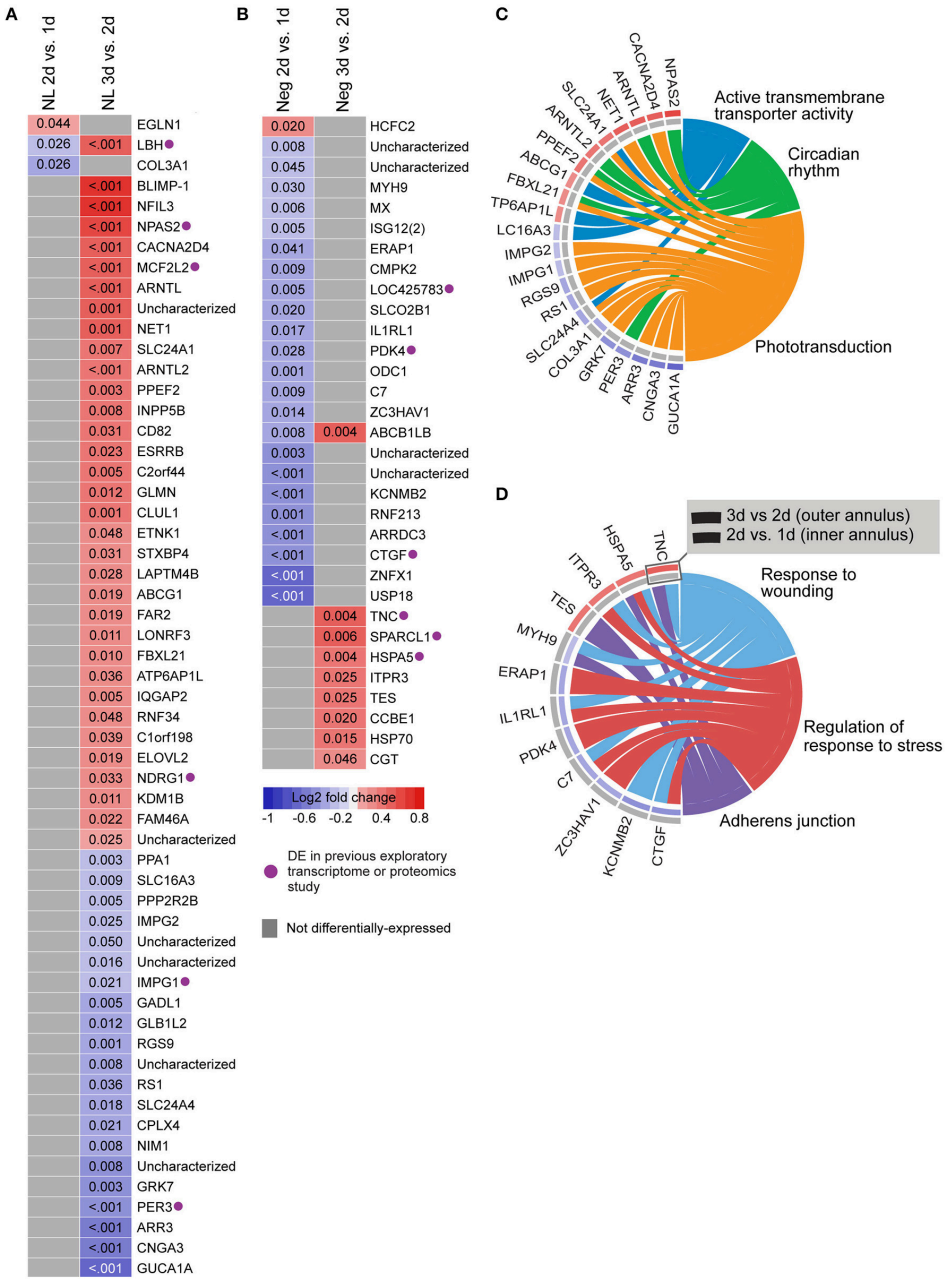
**Differential expression of single genes over time within No Lens and negative lens groups. (A)** Heatmap showing genes differentially expressed between 1–2 and 2–3 days of normal No Lens development. **(B)** Heatmap showing genes differentially expressed between 1–2 and 2–3 days of negative lens induced myopia induction. Note that no genes were differentially-expressed over time during hyperopia induction. Fold change is indicated by grid color (red = up-regulation, blue = down-regulation, gray = not differentially-expressed), and Benjamini–Hochberg adjusted *p*-values are super-imposed on the grid. Purple symbols indicate genes implicated in past exploratory animal studies of refractive error. **(C)** Chord diagram showing over-represented GO terms for the genes differentially-expressed over time during normal development (i.e., all genes shown in “A”). **(D)** Chord diagram showing over-represented GO terms for the genes differentially-expressed over time during myopia induction (i.e., all genes shown in “**B**”). For chord diagrams, over-represented GO terms are shown on the right and genes contributing to this over-representation are shown on the left. Squares following gene symbols indicate whether a gene was differentially-expressed between 1–2 and 2–3 days. For details of differential gene expression see Supplementary Table S9. For details of commonalities with past studies see Supplementary Table S8.

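The 55 genes that the paper reports for the No Lens group between days 2 and 3 had a median absolute log2 fold change of 0.52 there. They were selected for a change in these same No Lens chicks, which favours a larger value in that group. With the negative lens the median absolute value between these days was 0.12. Of the 55, 43 went in the No Lens direction, 6 of those with an unadjusted p-value below 0.05. With the positive lens the median absolute value was 0.15. Here 46 went in the No Lens direction, 14 of those with an unadjusted p-value below 0.05. None of the 55 passed an adjusted p-value of 0.05 over time with either lens in the quasi-likelihood test, and 1 did without a lens. The difference in change between the groups was not tested. The genes called over time without a lens and those called over time with a lens shared 0 genes under the quasi-likelihood test, DESeq2 and the other 8 settings. Under 5 of the 10 settings for the positive lens, the quasi-likelihood test among them, and 1 for the negative lens the list over time with the lens was empty, so that no gene could be shared.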

Normal developmental expression shifts were not seen in either lens group during the experimental period. There were, however, 13 commonalities between the genes differentially expressed across normal development and the genes differentially expressed when comparing lens and no lens groups at each time-point (Figure 4A). This degree of overlap in differentially-expressed gene findings with normal development was more than expected as a result of chance for both negative (*p* < 0.001) and positive (*p* < 0.001) lens groups. 

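By the quasi-likelihood test the overlap between genes of normal development and genes of lens wear held 0 genes. The lists held 1 gene over time without a lens and, among the genes tested in all of these comparisons, 98 for the positive lens. The list of the negative lens was empty, so it could share no gene. With DESeq2, 53 genes were called over time without a lens. Of these, 10 were also called for the negative lens (ARNTL, BLIMP-1, C2orf44, CACNA2D4, ENSGALG00000025733, GUCA1A, KDM1B, LBH, LONRF3 and NFIL3) and 5 for the positive lens (ARNTL, BLIMP-1, LAMP3, NFIL3 and SFRP4).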

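The overlap with DESeq2 was compared with chance by a one-sided hypergeometric test, which is exact, over the 13057 genes tested in all comparisons. For the negative lens 0.162 shared genes were expected from 40 lens genes and 10 were found (exact p = 3.82e-16). For the positive lens 2.19 were expected from 540 lens genes and 5 were found (exact p = 0.0671). With limma-voom the negative lens shared 3 genes (exact p = 1.97e-07) and the positive lens 0 (p = 1.00). With a fit of all 34 chicks the positive lens shared 1 gene (exact p = 0.00235) and with 1 surrogate variable also 1 (exact p = 0.0166), which was NFIL3 in both. The lens lists pool 1, 2 and 3 days, and 532 of the DESeq2 calls for the positive lens came at 3 days. The paper lists 2 genes there, so its positive lens overlap was drawn from a much shorter list. The No Lens change between days 2 and 3 shares the No Lens chicks of 2 days with the lens comparison at 2 days. It shares those of 3 days with the lens comparison at 3 days. The test treats the lists as drawn independently.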

For most of the commonalities, lens wear appeared to accelerate the time-course of developmental expression shifts (Figure 4B). 

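Each of the 13 genes that the paper reports in common differed between lens and No Lens chicks at 2 days in the direction of its No Lens change between days 2 and 3. This held for both lenses, and also when the 3 No Lens chicks of day 2 were divided so that no chick served in both comparisons, in all 12 divisions. These genes were selected for a change in both comparisons. Across all 11882 genes, which are not independent replicates, the fold change of the negative lens at 2 days and the No Lens fold change between days 2 and 3 had a correlation of 0.26, and those of the positive lens 0.55. With the No Lens chicks of day 2 divided, the mean correlation was -0.16 for the negative lens and -0.08 for the positive lens.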

Genes showing these accelerated expression patterns in both negative and positive lens-groups were involved in circadian (*NFIL3, ARNTL*) and phototransduction (*BLIMP-1*) processes. 

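NFIL3 (ENSGALG00000015209) was at 116 ± 13.6 CPM (SD, n = 3) at 1 day, 98.7 ± 8.44 (n = 3) at 2 days and 176 ± 21.3 (n = 4) at 3 days without a lens. Under the negative lens it was at 173 ± 28.6, 164 ± 24.0 and 175 ± 22.1, and with the positive lens at 152 ± 18.7, 171 ± 9.50 and 175 ± 21.5 (n = 4 each). Its log2 fold change between days 2 and 3 without a lens was 0.85 (standard error 0.11, adjusted p = 0.0312 from edgeR's quasi-likelihood test). At 2 days it was 0.72 for the negative lens (standard error 0.11, adjusted p = 0.140) and 0.79 for the positive lens (standard error 0.11, adjusted p = 0.174). ARNTL (ENSGALG00000005378) rose from 150 ± 0.89 CPM at 2 days to 235 ± 40.6 at 3 days without a lens and was at 218 ± 18.2 and 216 ± 14.3 at 2 days with the negative and the positive lens. Its log2 fold changes were 0.65 over time (standard error 0.11, adjusted p = 0.0980), 0.52 for the negative lens (standard error 0.08, adjusted p = 0.140) and 0.52 for the positive lens (standard error 0.08, adjusted p = 0.212). BLIMP-1 (ENSGALG00000015388) rose from 79.1 ± 5.85 to 163 ± 39.3 CPM without a lens, a log2 fold change of 1.05 (standard error 0.16, adjusted p = 0.0512), and was at 145 ± 35.7 and 145 ± 21.8 at 2 days with the negative and the positive lens, log2 fold changes of 0.86 (adjusted p = 0.540) and 0.87 (adjusted p = 0.758). In each of these 9 comparisons the 2 groups did not overlap, and exact permutation tests (two-sided) gave p = 0.0286 or p = 0.0571. DESeq2 called all 9. The paper selected these genes with DESeq2 for changes in these same chicks, so the separation and the calls are no independent support.

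**Figure D2:**
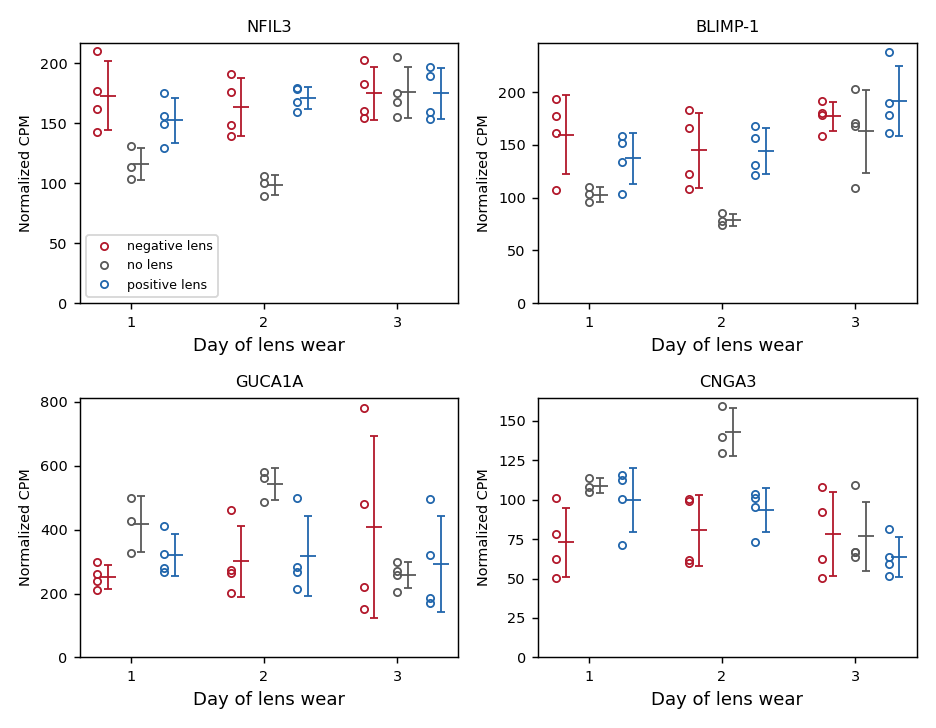
Expression of NFIL3, BLIMP-1, GUCA1A and CNGA3 in CPM against days of lens wear, for chicks with no lens, a negative lens and a positive lens. Circles are single chicks and bars are the mean ± SD. At 2 days NFIL3 lies at 89.6 to 106 CPM in the 3 chicks without a lens and at 139 to 191 CPM in the 8 chicks with a lens.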

An additional four phototransduction-related genes displayed accelerated expression patterns in the negative lens-group only (*GUCA1A, CNGA3, NET1, CACNA2D4*; see also Figure 3C). These findings suggest that lens wear (of both signs) perturbs the timing of developmental changes in circadian and phototransduction gene expression.

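GUCA1A (ENSGALG00000001431) fell without a lens from 543 ± 49.4 CPM (SD, n = 3) at 2 days to 259 ± 39.9 (n = 4) at 3 days, a log2 fold change of -1.06 (standard error 0.15, adjusted p = 0.0512 from edgeR's quasi-likelihood test). CNGA3 (ENSGALG00000016749) fell from 143 ± 15.0 to 76.7 ± 21.7 CPM, a log2 fold change of -0.89 (standard error 0.16, adjusted p = 0.0980). NET1 (ENSGALG00000008437) rose from 45.3 ± 7.57 to 72.1 ± 7.76 CPM, a log2 fold change of 0.68 (standard error 0.13, adjusted p = 0.130). CACNA2D4 (ENSGALG00000013007) rose from 218 ± 15.2 to 358 ± 65.3 CPM, a log2 fold change of 0.73 (standard error 0.13, adjusted p = 0.0980). NET1 with the negative lens was at 78.3 ± 7.40 CPM at 1 day against 50.4 ± 7.19 without a lens (log2 fold change 0.63, standard error 0.15, adjusted p = 0.650) and GUCA1A at 253 ± 37.8 against 418 ± 87.5 (log2 fold change -0.73, adjusted p = 0.617). At 2 days CNGA3 was at 80.5 ± 22.5 CPM with this lens (log2 fold change -0.83, standard error 0.20, adjusted p = 0.643) and CACNA2D4 at 340 ± 36.1 (log2 fold change 0.63, standard error 0.15, adjusted p = 0.643). The positive lens at 2 days moved the same genes the same way, with log2 fold changes of -0.79 for GUCA1A (standard error 0.29), -0.62 for CNGA3 (standard error 0.20), 0.37 for NET1 (standard error 0.15) and 0.59 for CACNA2D4 (standard error 0.15), each with an adjusted p-value of 1.00. CNGA3, NET1 and CACNA2D4 then did not overlap with the No Lens chicks (exact permutation tests, two-sided, p = 0.0286, p = 0.0286 and p = 0.0571), and GUCA1A did (p = 0.0857).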

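Between the negative and the positive lens chicks of 2 days, GUCA1A, CNGA3, NET1 and CACNA2D4 differed by less than the spread between chicks (exact permutation tests, two-sided, p = 0.714, p = 0.286, p = 0.571 and p = 0.743, n = 4 each). At 1 day NET1 was higher with the negative lens than with the positive lens by 0.39 on the log2 scale, without overlap (exact permutation test, two-sided, p = 0.0286, n = 4 each), and GUCA1A differed by -0.35 (exact p = 0.114). From the genes shared with normal development and from when they changed, the paper proposes that wearing a lens of either sign alters the timing at which circadian and phototransduction genes change as the eye develops.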

**Figure 4:**
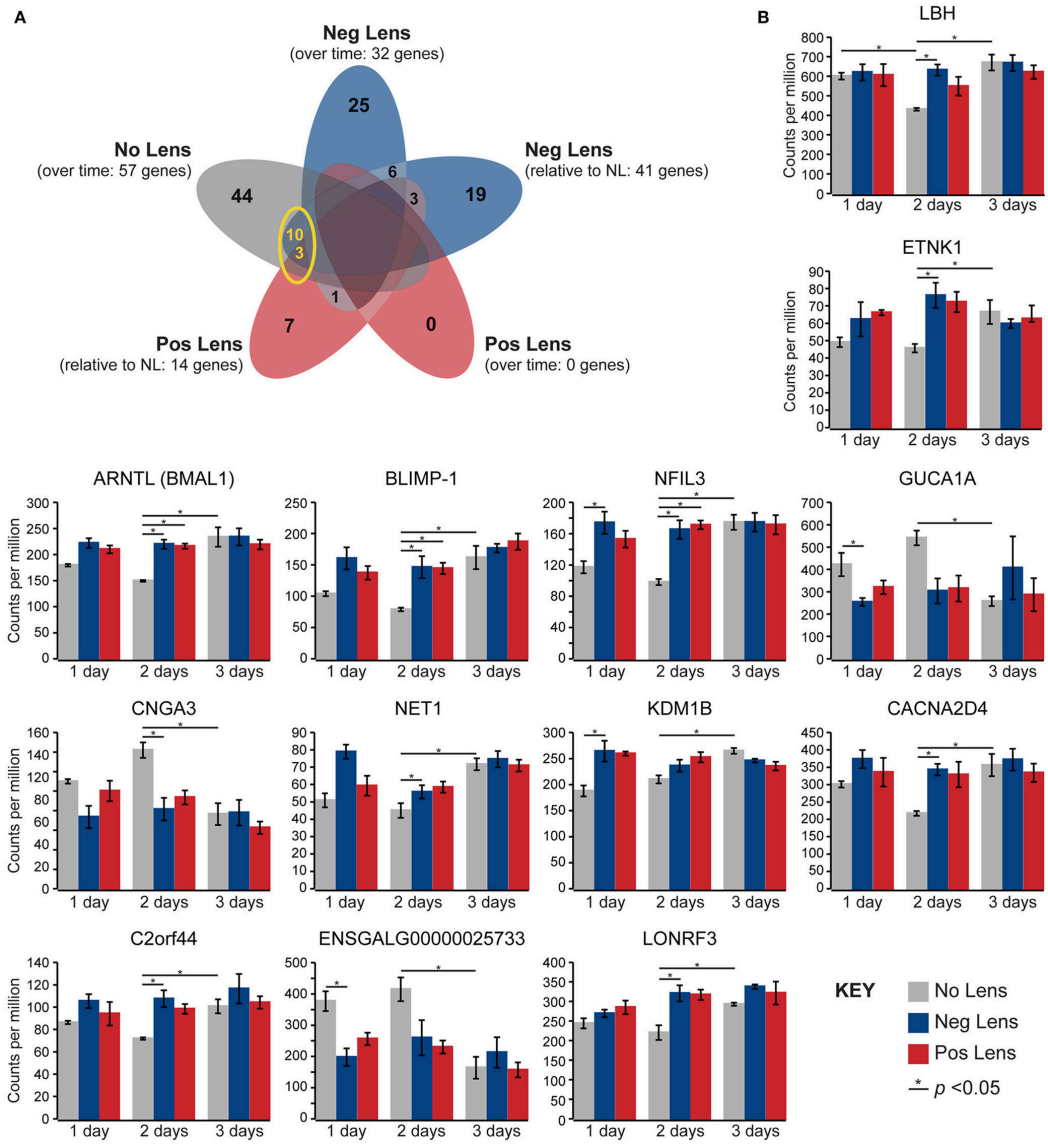
**Lens wear accelerates the time-course of developmental shifts in circadian and phototransduction gene expression. (A)** Venn diagram highlighting the number of genes that were differentially expressed across multiple conditions (i.e. overlap in gene findings between the within and across-group conditions shown in Figures 2A,B, 3A,B). The yellow circle highlights overlap in the genes differentially expressed over time in the no lens group, and the genes differentially expressed in lens vs. No Lens comparisons at 1, 2, or 3 days. This overlap suggests that perturbation of developmental expression changes could drive some of the differences seen when comparing normal development with refractive error phenotypes. **(B)** Column charts showing expression (counts per million, ±SE) of each gene highlighted in **(A)**. Note that, for most genes, lens wear appears to accelerate the time-course of developmental expression changes.

### Pathways correlated with eye size and refraction

In addition to assessing single gene changes, we used GSEA to identify pathway expression patterns related to eye size and refraction at each time-point across the three growth conditions (normal development, myopia induction, and hyperopia induction). 

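The paper ranked genes by the correlation of their expression with axial length or refraction and tested KEGG pathways with GSEA. The measurements of each eye and the KEGG gene sets were not used here, so the enrichment scores were not recomputed. For each of 26 pathway results that the paper lists in Table S10, the core genes that the paper reports were taken as a set (axial length and refraction lists together). Each chick's score is the mean over these genes of log2 TMM-normalized CPM (prior count 2), minus the mean of the age-matched No Lens chicks. The scores use 11882 genes with enough counts over the 34 chicks. Because core genes were selected for their order across the same chicks on the same day, no p-value is given for a lens difference on that day. On the other days, and over time, the scores were compared by exact permutation tests of 3 or 4 chicks against 4.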

Fourteen pathways were implicated in both refraction and axial length analyses. An additional 12 pathways were significantly associated with either axial length or refraction (Supplementary Table S10). 

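On the day for which the paper reports each pathway, the core genes of all 26 pathways moved in opposite directions with the negative and the positive lens, with the mean score of the No Lens chicks between the means of the 2 lens groups. With genes listed for more than one pathway left out, 21 of 26 kept this order, and with one chick left out in turn 21 to 26 did. On the days for which a pathway was not reported, 1 of 52 comparisons separated the negative from the positive lens group at p < 0.05 (exact permutation test, two-sided). It was biosynthesis of unsaturated fatty acids at 2 days (exact p = 0.0286, adjusted p = 0.849).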

For comparison, we also analyzed pathway expression changes over time within each lens group (Supplementary Table S11; note that because expression data were collected across post-hatch days 6–8 only, interpretation of within group results is limited by the lack of a common “0 h” starting measure on post-hatch day 5).

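At 1 day the core genes of focal adhesion (53 genes) scored 0.13 ± 0.19 (SD, n = 4) with the negative lens and -0.18 ± 0.12 (n = 4) with the positive lens, relative to the No Lens chicks. At 2 and 3 days the negative lens group differed from the positive lens group by 0.13 and -0.07 (p = 0.371 and p = 0.486, exact permutation tests, two-sided). A set chosen without regard to these chicks held 65 genes taken by the symbol families of the extracellular matrix and its receptors. A few of them only share the start of these symbols, such as COL4A3BP and ITGB3BP. The set scored -0.02 ± 0.14 with the negative and -0.12 ± 0.18 with the positive lens at 1 day. This difference was smaller than the spread between chicks (exact permutation test, two-sided, p = 0.457). Limma's camera test, which ranks these genes against all others, placed them lower with the positive lens than without a lens (adjusted p = 0.0122) and higher with the negative than with the positive lens (adjusted p = 0.0670).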

Structural pathways were positively correlated with eye size and negatively correlated with refraction on day 1 (Figures 5A,B), but not at later time-points. This agrees with biometric measures (Figure 1A) where much of the growth and refractive compensation occurred within the 1st day of lens wear. Several of the identified pathways could be clustered based on common core genes and biological functions (Figure 5A). A cluster of pathways related to extracellular matrix structure was implicated in both axial length and refraction analyses. In addition, tight junction, GPI (glycosylphosphatidylinositol) anchor biosynthesis, and smooth muscle contraction pathways were positively correlated with axial length only. 

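For ECM receptor interaction (25 core genes) the score at 1 day was 0.18 ± 0.19 (SD, n = 4) with the negative lens and -0.22 ± 0.08 (n = 4) with the positive lens, against a spread of 0.02 (SD, n = 3) among No Lens chicks. Arrhythmogenic right ventricular cardiomyopathy (21 genes) scored 0.12 ± 0.13 and -0.18 ± 0.08, and hematopoietic cell lineage (13 genes) 0.24 ± 0.25 and -0.21 ± 0.30. The SD among No Lens chicks was 0.02 for the former and 0.27 for the latter, more than the shift with either lens. At 2 days the lens groups did not separate in these 3 pathways (exact permutation tests, two-sided, p = 0.20, p = 0.286 and p = 0.686).

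**Figure D3:**
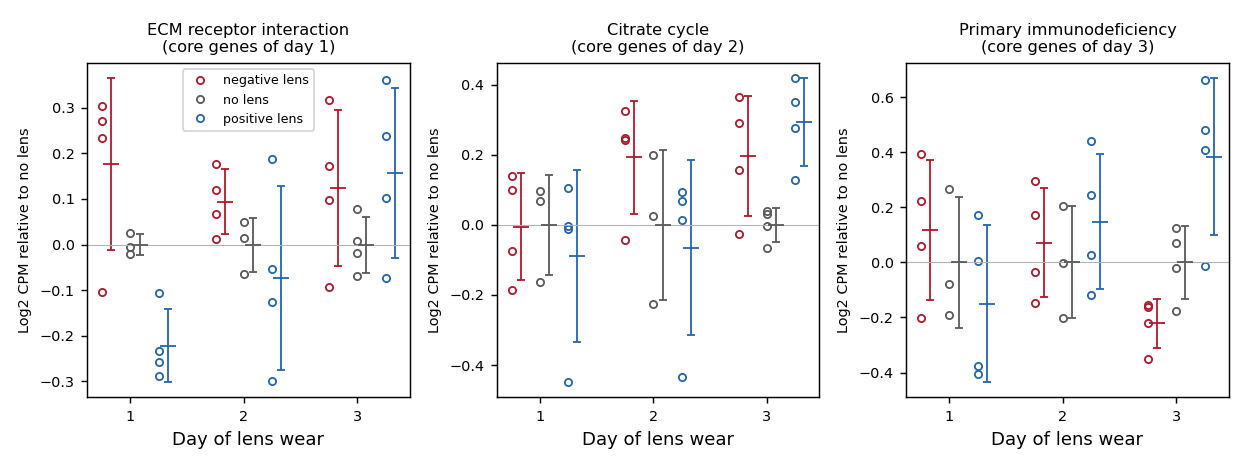
Mean log2 CPM of core genes relative to the age-matched No Lens chicks, against days of lens wear, for ECM receptor interaction (reported at 1 day), the citrate cycle (reported at 2 days) and primary immunodeficiency (reported at 3 days). Circles are single chicks and bars are the mean ± SD. For primary immunodeficiency at 3 days the negative lens chicks average -0.22 and the positive lens chicks 0.38.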

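The tight junction core genes (30 genes) scored 0.17 ± 0.09 (SD, n = 4) with the negative lens and -0.14 ± 0.06 (n = 4) with the positive lens at 1 day. GPI anchor biosynthesis (8 genes) scored 0.13 ± 0.06 and -0.09 ± 0.14, and vascular smooth muscle contraction (26 genes) 0.09 ± 0.06 and -0.21 ± 0.07. Viral myocarditis (10 genes), a list with several muscle genes, scored 0.22 ± 0.04 and -0.16 ± 0.17.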

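Between days 2 and 3 with the positive lens, the core genes of arrhythmogenic right ventricular cardiomyopathy rose by 0.36 on the log2 scale (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.405 over 156 comparisons). Those of ECM receptor interaction rose by 0.34, tight junction by 0.33, focal adhesion by 0.30, vascular smooth muscle contraction by 0.28 and viral myocarditis by 0.60 (exact p = 0.0571 each). Between days 1 and 2 with the negative lens, vascular smooth muscle contraction fell by 0.16 and viral myocarditis fell by 0.22 (exact p = 0.0286 each). The genes of both were selected for the order of the lens groups on day 1, which favours such a fall. Without a lens these 6 sets also rose between days 2 and 3, by 0.03 to 0.21 (exact p from 0.0857 to 0.657), and between days 1 and 2 vascular smooth muscle contraction fell by 0.17 (exact p = 0.10, the smallest that 3 against 3 chicks can give) and viral myocarditis by 0.04 (exact p = 0.70). Across the 12 chicks of 3 days, viral myocarditis scores were correlated with a score of skeletal muscle transcripts (Pearson's r = 0.966, permutation p = 1e-05, adjusted p = 8e-05 over 8 sets, Spearman's rho = 0.832, permutation p = 0.00116), also without the 2 chicks farthest from the median muscle score (r = 0.843). For tight junction (r = 0.802, rho = 0.294, adjusted permutation p = 0.0206) and vascular smooth muscle contraction (r = 0.746, rho = 0.308, adjusted permutation p = 0.0217) r was 0.133 and 0.0605 without those 2 chicks. They had the highest muscle scores, so the lower values do not count against a part of muscle in these sets.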

Many of these structural pathways were also up-regulated over time in the positive lens group (following their initial down-regulation; Figure 5C), further emphasizing that expression levels depend on the stage of refractive compensation (i.e., early time-points when refractive compensation is rapid vs. later time-points when refractive compensation is almost complete).

**Figure 5:**
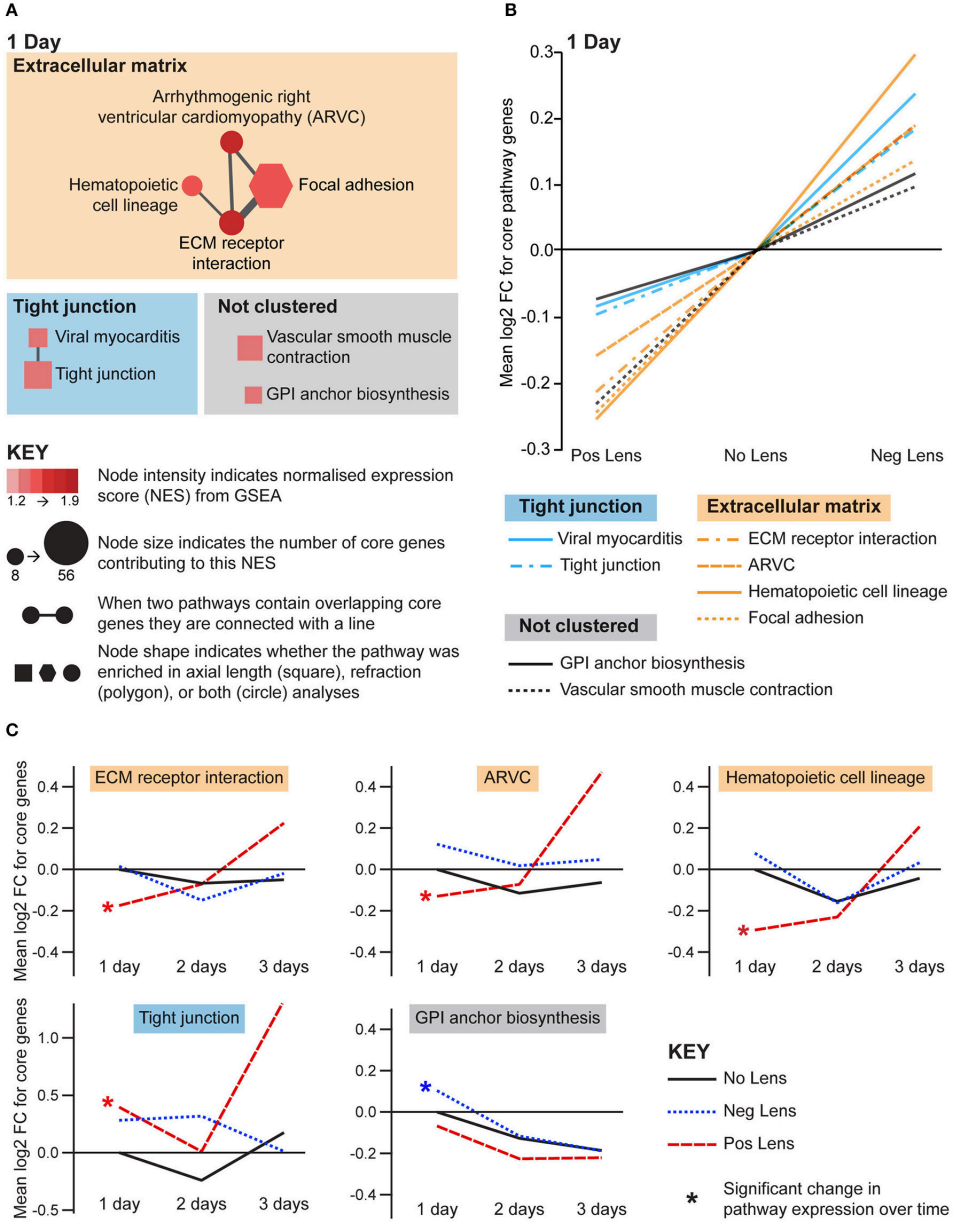
**Structural pathway expression changes during refractive compensation, and normal development. (A)** Network diagrams showing structural pathways positively correlated with eye size on day 1. Each node represents a pathway, and nodes are connected with a line when two pathways contain common core genes (representing related biological processes; thicker lines = more overlap). Node color indicates the direction of expression change (red = positive correlation with axial length and/or negative correlation with refraction). Node intensity indicates the normalized expression score (NES) from the axial length analysis (circle and square nodes) or the refraction analysis (polygon nodes). **(B)** Line graph showing mean log2-fold change for the core genes responsible for each pathways' enrichment. Note that this graph indicates that enrichment results were driven by roughly proportional expression shifts in both lens groups. **(C)** Structural pathways from “A” also showing expression changes across time within lens groups. Line graphs show the mean log2-fold change for core genes relative to the 1 day No Lens group. Note that because the core genes responsible for pathway enrichment vary for within and across group analyses, these values differ from those shown in “B”. For full details of GSEA results see Supplementary Tables S10, S11.

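Oxidative phosphorylation (48 core genes) at 2 days scored 0.20 ± 0.12 (SD, n = 4) with the negative lens and -0.05 ± 0.24 (n = 4) with the positive lens, with a spread of 0.12 (SD, n = 3) among No Lens chicks. RNA polymerase (14 genes) scored 0.16 ± 0.13 and -0.06 ± 0.18. With 1 chick left out in turn, the positive lens score ranged from -0.1343 to 0.0496 for oxidative phosphorylation and from -0.1160 to 0.0239 for RNA polymerase. In 20 RNA polymerase subunits taken by symbol family, the negative lens group was 0.14 above the positive lens group at 2 days. The exact permutation test over chicks (two-sided) gave p = 0.114 and limma's camera test adjusted p = 0.0231. At 3 days cysteine and methionine metabolism (14 genes) scored 0.07 ± 0.02 and -0.10 ± 0.10.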

Eight metabolic pathways were positively correlated with eye size and negatively correlated with refraction, and an additional 3 pathways were uniquely associated with either axial length or refraction (Figure 6A). The earliest metabolic processes implicated were fatty acid and sphingolipid metabolism on day 1. These pathways all showed bidirectional expression responses (core genes demonstrated roughly proportional up-regulation in the negative lens group and down-regulation in the positive lens group; Figure 6B). 

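At 1 day the core genes of fatty acid metabolism (17 genes) scored 0.07 ± 0.01 (SD, n = 4) with the negative lens and those of sphingolipid metabolism (10 genes) 0.13 ± 0.09, relative to No Lens chicks with a spread of 0.04 (SD, n = 3) for each.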

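With the positive lens at 1 day, fatty acid metabolism scored -0.10 ± 0.03 (SD, n = 4) and sphingolipid metabolism -0.07 ± 0.20. In the positive lens group the sphingolipid score was set by chick 2 at -0.37, while the other 3 chicks lay between 0.0026 and 0.0614. Biosynthesis of unsaturated fatty acids (10 genes) scored 0.10 ± 0.03 with the negative and -0.07 ± 0.05 with the positive lens, PPAR signaling (13 genes) 0.19 ± 0.12 and -0.14 ± 0.14, and adipocytokine signaling (15 genes) 0.18 ± 0.16 and -0.18 ± 0.08.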

By 2 days expression shifts were evident in pathways downstream of fatty acid metabolism (Figure 6A), however responses diverged across the two lens groups. The citrate (TCA) cycle pathway and a cluster of pathways related to mitochondrial metabolism were strongly up-regulated in the negative lens group, while the butanoate pathway (with core genes primarily related to ketogenesis) was strongly down-regulated in the positive lens group (Figure 6B). 

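The citrate cycle core genes (15 genes) scored 0.19 ± 0.16 (SD, n = 4) with the negative lens and -0.06 ± 0.25 (n = 4) with the positive lens at 2 days, while the No Lens chicks of that day had an SD of 0.21 (n = 3). Huntington's disease (51 genes) and Parkinson's disease (52 genes), which are lists of mitochondrial genes, scored 0.22 ± 0.14 and 0.19 ± 0.11 with the negative lens and -0.02 ± 0.22 and -0.05 ± 0.22 with the positive lens. Butanoate metabolism (10 genes) scored 0.04 ± 0.07 and -0.12 ± 0.10. With 1 chick left out in turn, the positive lens score of the citrate cycle ranged from -0.1778 to 0.0586. That of Huntington's disease ranged from -0.0937 to 0.0792 and that of Parkinson's disease from -0.1270 to 0.0432. In the set of 60 respiratory chain and ATP synthase genes taken by symbol family, the negative lens group was 0.17 above the No Lens group at 2 days (exact permutation test over chicks, two-sided, p = 0.114) and the positive lens group -0.01 (p = 0.971). The camera test of limma gave adjusted p = 0.000140 for the negative lens and adjusted p = 0.855 for the positive lens over 27 tests.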

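Without a lens the mean of the citrate cycle core genes that the paper reports for 2 days changed by -0.07 on the log2 scale between days 1 and 2 (exact permutation test, two-sided, p = 0.70) and by -0.08 between days 2 and 3 (p = 0.543). The SD between No Lens chicks was 0.14 at 1 day, 0.21 at 2 days and 0.05 at 3 days. From day 1 to day 3 the change was -0.15 (exact p = 0.143, adjusted p = 0.328), a comparison added after the data were seen. With one chick left out in turn, the first change ranged from -0.17 to 0.04, the second from -0.19 to 0.02 and the whole from -0.24 to -0.11. The core genes of the paper's comparison over time (Table S11) were not used here.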

The citrate cycle pathway was also down-regulated over time within the No Lens group (Figure 6C). The higher expression of genes from this pathway in the negative lens group at 2 days appeared to result from a failure to follow this normal trajectory of downregulation.

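With the negative lens the citrate cycle score changed by 0.13 between days 1 and 2 (exact permutation test, two-sided, p = 0.257), which is within the spread between chicks of this group. Whether this change differs from that of the No Lens group was not tested.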

**Figure 6:**
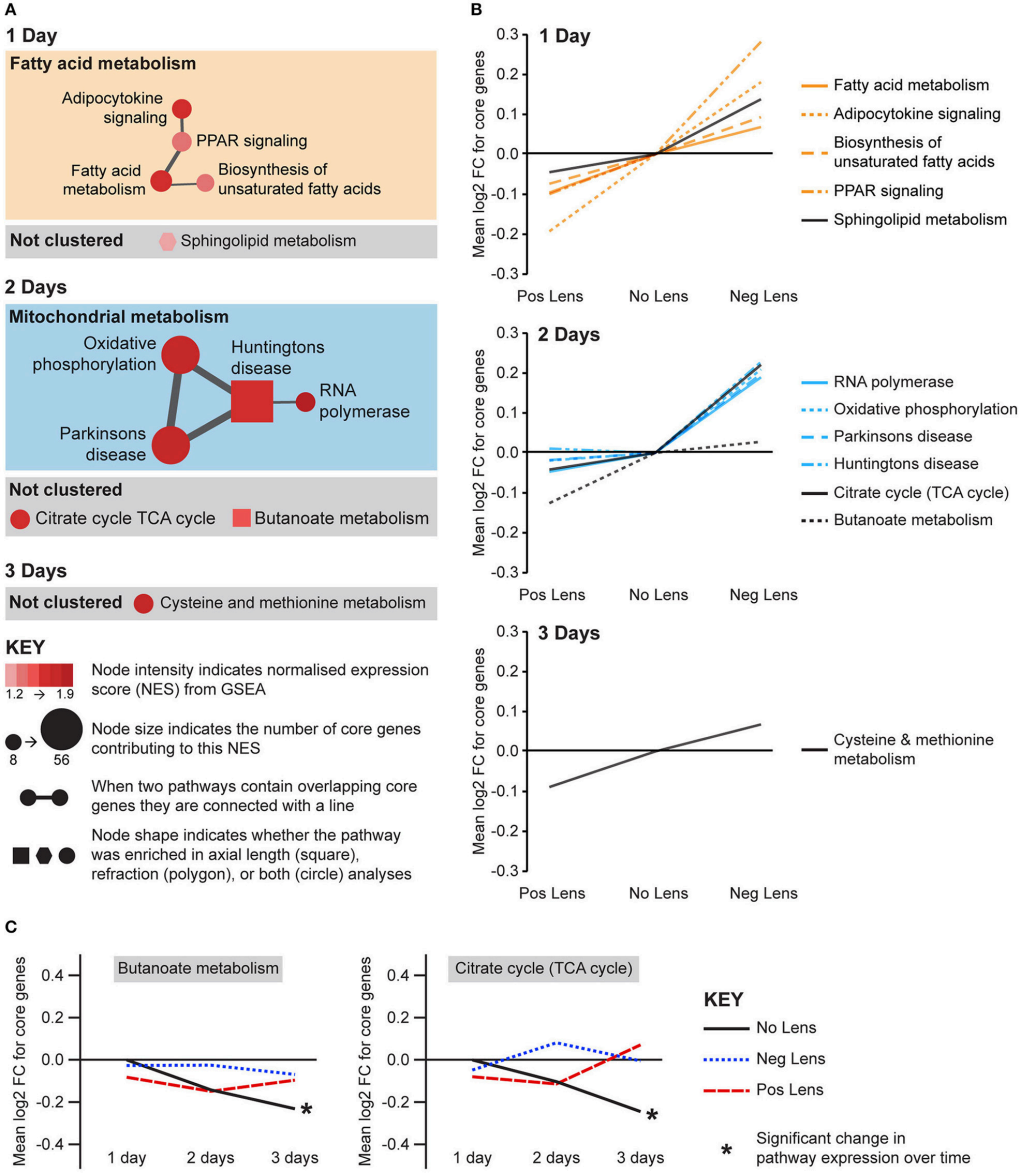
**Metabolic pathway expression changes during refractive compensation, and normal development. (A)** Network diagrams showing metabolic pathways positively correlated with eye size on days 1, 2, and 3. Each node represents a pathway, and nodes are connected with a line when two pathways contain common core genes (representing related biological processes; thicker lines = more similarity). Node color indicates the direction of expression change (red = positive correlation with axial length and/or negative correlation with refraction). Node intensity indicates the normalized expression score (NES) from the axial length analysis (circle and square nodes) or the refraction analysis (polygon nodes). **(B)** Line graph showing mean log2-fold change for the core genes responsible for each pathways' enrichment. Note that this graph indicates that enrichment results on day 2 were primarily driven by changes in one of the two lens groups. **(C)** Metabolic pathways from “A” also showing expression changes across time within lens groups. Line graphs show the mean log2-fold change for core genes relative to the 1 day no lens group. Note that because the core genes responsible for pathway enrichment vary for within and across group analyses, these values differ from those shown in “B.” For full details of GSEA results see Supplementary Tables S10, S11.

The remaining pathways correlated with eye size and refraction were related to apoptosis and immune processes (Figure 7A). 

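At 1 day the core genes of the apoptosis pathway (24 genes) scored 0.04 ± 0.04 (SD, n = 4) with the negative lens and -0.13 ± 0.05 (n = 4) with the positive lens. Toll-like receptor signaling (15 genes) scored 0.15 ± 0.14 and -0.14 ± 0.14, Leishmania infection (14 genes) 0.14 ± 0.13 and -0.08 ± 0.06, cytosolic DNA sensing (8 genes) 0.24 ± 0.04 and -0.02 ± 0.06, and antigen processing and presentation (9 genes) 0.12 ± 0.20 and -0.19 ± 0.14. The No Lens chicks had an SD of 0.27 (n = 3) for antigen processing and presentation, which is larger than the shift with either lens.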

Apoptosis and immune-related pathways were positively correlated with axial length and negatively correlated with refraction on day 1 (Figure 7A). 

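Primary immunodeficiency (9 core genes) at 3 days scored -0.22 ± 0.09 (SD, n = 4) with the negative lens and 0.38 ± 0.29 (n = 4) with the positive lens, with a spread of 0.13 (SD, n = 4) among No Lens chicks. At 1 and 2 days the lens groups did not separate (exact permutation tests, two-sided, p = 0.171 and p = 0.629).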

By day 3, a further immune pathway (primary immunodeficiency) was negatively correlated with axial length and positively correlated with refraction (Figures 7A,B). 

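Over time, the primary immunodeficiency core genes of day 3 rose with the positive lens by 0.45 between days 2 and 3 (exact permutation test, two-sided, p = 0.0857, adjusted p = 0.446). Between days 1 and 2 the change with this lens was 0.21 (exact p = 0.343). Under the negative lens they changed by -0.14 between days 1 and 2 (exact p = 0.429) and by -0.08 between days 2 and 3 (exact p = 0.514). From day 1 to day 3, a comparison added after the data were seen, the change was 0.66 with the positive lens (SD 0.29 on both days, exact p = 0.0571, adjusted p = 0.248) and -0.21 with the negative lens (exact p = 0.20, adjusted p = 0.371). Without a lens the same genes changed by -0.09 between days 1 and 2 (exact p = 0.60), by 0.21 between days 2 and 3 (exact p = 0.171) and by 0.13 from day 1 to day 3 (exact p = 0.40). These genes were selected for the order of the lens groups on day 3, which favours such changes.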

Additionally, the primary immunodeficiency pathway was up-regulated over time in the positive lens group and down-regulated over time in the negative lens group (the only pathway to show such an expression pattern in the present study; Figure 7C). Two pathways from the apoptosis cluster were also up-regulated over time within the positive lens group. These within and across group GSEA results suggest that the profile of immune and apoptosis pathway expression may reverse across the time-course of refractive compensation (particularly for chicks wearing positive lenses).

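Toll-like receptor signaling rose between days 2 and 3 with the positive lens by 0.19 (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.405), and Leishmania infection by 0.21 (exact p = 0.0571). Between days 1 and 2 with the negative lens, the apoptosis core genes fell by 0.16 and those of cytosolic DNA sensing fell by 0.29 (exact p = 0.0286 each). The genes of both were selected for the order of the lens groups on day 1, which favours such a fall. Without a lens the first 2 sets changed by 0.03 and -0.02 between days 2 and 3 (exact p = 0.714 and p = 0.657), and the last 2 by -0.08 and -0.01 between days 1 and 2 (exact p = 0.30 and p = 0.90).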

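Counted over all 26 pathways, core genes rose with the positive lens between days 2 and 3 in 2 pathways and fell in 0 at p < 0.05 (exact permutation tests, two-sided). Between days 1 and 2 they fell with the negative lens in 8 pathways and rose in 0. All 8 were reported for 1 day. Their genes were selected for the order of the lens groups on that day, which favours a fall. Over the 156 comparisons none had an adjusted p-value below 0.405. With so few chicks no exact permutation p-value can lie below 0.0286. An adjusted p-value below 0.05 was thus out of reach unless most comparisons lay at that floor. The adjusted values therefore cannot tell a change from its absence. The count of the positive lens was 4 with the median over genes in place of the mean, and 0 to 4 with one chick left out in turn. From its own enrichment results within and across groups, the paper proposes that immune and apoptosis pathway expression may reverse over refractive compensation.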

**Figure 7:**
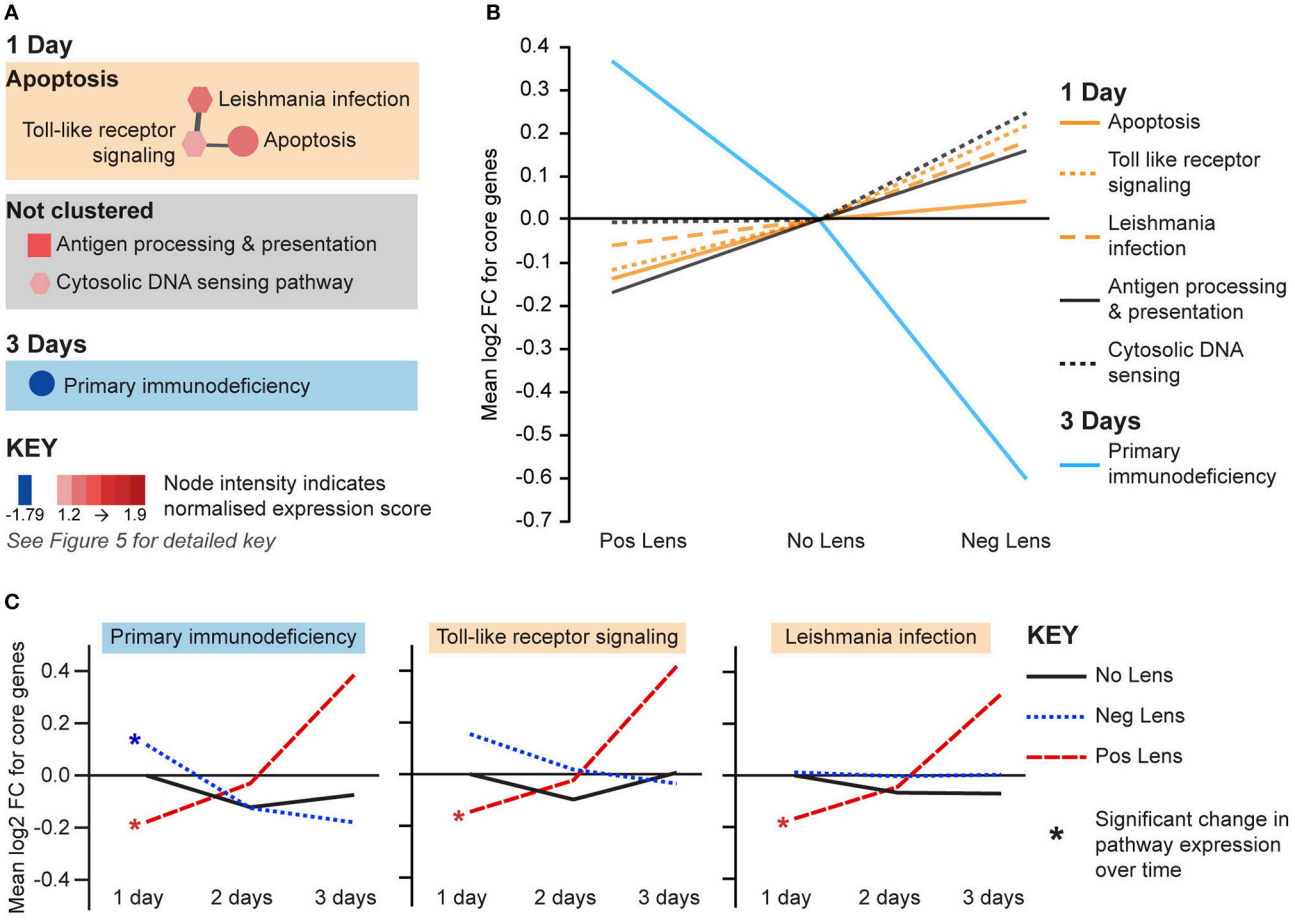
**Immune and apoptosis pathway expression changes during refractive compensation. (A)** Immune and apoptosis pathways correlated with eye size on days 1 and 3. These pathways are not clustered as the core gene sets responsible for enrichment were unique at each time-point. Node color indicates pathway normalized expression score (NES). Node color indicates the direction of expression change (red = positive correlation with axial length and/or negative correlation with refraction, blue = negative correlation with axial length and/or positive correlation with refraction). Node intensity indicates the normalized expression score (NES) from the axial length analysis (circle and square nodes) or the refraction analysis (polygon nodes). **(B)** Line graph showing mean log2-fold change for the core genes responsible for each pathways' enrichment. **(C)** The primary immunodeficiency pathway from “A” which also showed expression changes across time within positive and negative lens groups. This line graph shows the mean log2-fold change for core genes relative to the 1 day no lens group. Note that because the core genes responsible for pathway enrichment vary for within and across group analyses, these values differ from those shown in “B”. For full details of GSEA results see Supplementary Tables S10, S11.

## Discussion

It has previously been suggested that distinct rather than bidirectional genetic mechanisms underlie eye growth increases during negative lens wear and growth slowing during positive lens wear (Ashby and Feldkaemper, 2010; Stone et al., 2011). However, we show here that gene expression across a range of structural, metabolic, and immune pathways is correlated with eye size and refractive state during myopia and hyperopia induction in chick. Thus, although responses at the single gene level are primarily distinct, larger transcript networks show extensive subtle bidirectional expression shifts.

The types of pathways implicated, as well as their correlation with eye size and refraction, suggest a close link with the morphological phenotypes of myopia and hyperopia. Expression of extracellular matrix gene sets was positively correlated with eye size and negatively correlated with refraction across lens groups on day 1. Additional tight junction and cell contraction pathways were positively correlated with ocular axial length only. The proteins encoded by these genes play a fundamental role in tissue morphogenesis (Heisenberg and Bellaïche, 2013) and the osmotic stress response (Brocker et al., 2012). These findings are consistent with a wide range of studies detailing changes in cell growth (Teakle et al., 1993; Troilo et al., 1996; Beresford et al., 1998), proliferation (Fischer and Reh, 2000; Tkatchenko et al., 2006), ionic concentrations (Seko et al., 2000; Liang et al., 2004; Crewther et al., 2006), and ion and water channel expression (Goodyear et al., 2008, 2010; Zhang et al., 2011) across the posterior eye during myopia induction. Structural changes during refractive error induction presumably alter the availability of metabolites from the choroidal blood supply (Shih et al., 1993), and the need for the metabolic production of energy and biosynthetic precursors to fuel cell growth (Lunt and Vander Heiden, 2011). Accordingly, expression of metabolic genes (primarily within fatty acid and mitochondrial metabolism pathways) was also positively correlated with ocular axial length and negatively correlated with refraction at all time-points (although proportional bidirectional shifts across both lens-groups were only seen on days 1 and 3). Finally, concurrent with the changes in fatty acid and structural pathway expression on day 1, apoptosis and immune pathways were positively correlated with eye length and negatively correlated with refraction. Although a role for immune processes in refractive compensation is less established, these findings are consistent with growing evidence in the refractive error field (Lazuk and Slepova, 1994; Mao et al., 2006; Mcglinn et al., 2007; Shelton et al., 2008; Long et al., 2013; Gao et al., 2015), as well as literature linking lipid metabolism and osmotic stress with immune and inflammatory responses (Daynes and Jones, 2002; Brocker et al., 2012; Feske et al., 2015).

Our GSEA results are concordant with the findings of a recent study in mice, where differentially expressed proteins during myopia induction were enriched for cytoskeletal remodeling and cell adhesion processes, as well as unsaturated fatty acid beta-oxidation and oxidative phosphorylation metabolic pathways (Barathi et al., 2014). Proteomics studies have also implicated APOA1 (Bertrand et al., 2006), a lipid transport protein in the PPAR signaling cascade. At the transcriptome level, previous studies have linked a range of structural, metabolic, and immune pathways with ocular growth control (Tkatchenko et al., 2006; Brand et al., 2007; Mcglinn et al., 2007; Shelton et al., 2008; Stone et al., 2011), however our study is the first to identify bidirectional expression responses in these pathways during myopia and hyperopia induction.

Although our pathway findings are primarily novel, at the single gene level our results contain many commonalities with past studies. Here, we replicated past findings suggesting a role BMP and Wnt signaling in co-ordinating structural change (Mcglinn et al., 2007; Stone et al., 2011; Zhang et al., 2012; Ma et al., 2014). Indeed, *BMP2* was the only gene to show a sign-of-defocus dependent expression pattern in the present study. Genes mediated by BMP signaling (Nakanishi et al., 1997; Parisi et al., 2006; Inai et al., 2013; Chang et al., 2015) were also implicated, including *HAS2* and *PTX3* which were up-regulated during hyperopia induction and *CTGF* which was down-regulated during myopia induction. These findings are consistent with previous studies linking *CTGF* expression in retina/RPE (Mcglinn et al., 2007), and *PTX3* and hyaluronan expression in the choroid (Nickla et al., 1997; Summers Rada et al., 2010; He et al., 2014) with periods of altered ocular growth. 

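HAS2 (ENSGALG00000016394), a hyaluronan synthase, was at 5.72 ± 1.26 CPM (SD, n = 3) without a lens at 2 days, 16.2 ± 4.44 (n = 4) with the positive lens and 3.86 ± 0.38 (n = 4) with the negative lens. The log2 fold change of the positive lens was 1.10 at 1 day (standard error 0.26, adjusted p = 1.00 from edgeR's quasi-likelihood test) and 1.47 at 2 days (standard error 0.25, adjusted p = 0.355). PTX3 (ENSGALG00000028284) was at 4.09 ± 1.77 CPM without a lens at 2 days, 19.7 ± 9.71 with the positive lens and 0.64 ± 0.49 with the negative lens, the latter from 1, 10, 1 and 6 reads. Its log2 fold change was 2.34 for the positive lens (standard error 0.49, adjusted p = 0.832) and -2.47 for the negative lens (standard error 0.60, adjusted p = 0.643). CTGF (ENSGALG00000002909) with the negative lens was at 63.2 ± 8.54 CPM at 2 days against 97.0 ± 18.2 without a lens, a log2 fold change of -0.62 (standard error 0.15, adjusted p = 0.643). From day 1 to day 2 with this lens it fell by 0.99 on the log2 scale (standard error 0.18, adjusted p = 0.152), and one chick of day 1 stood apart at 182 CPM.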

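NPR3 (ENSGALG00000017405), a natriuretic peptide receptor, was at 27.9 ± 10.1 CPM (SD, n = 4) with the positive lens at 1 day and 13.7 ± 2.28 (n = 3) without a lens, a log2 fold change of 1.03 (standard error 0.24, adjusted p = 1.00 from edgeR's quasi-likelihood test). The log2 fold change was 0.81 at 2 days (standard error 0.25, adjusted p = 1.00) and 0.74 at 3 days (standard error 0.21, adjusted p = 0.0762). NPR3 was lower with the negative lens, with a log2 fold change of -0.92 at 2 days (standard error 0.26, adjusted p = 0.734) and -1.32 at 3 days (standard error 0.23, adjusted p = 0.172).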

*NPR3*, a gene that shows growth-specific expression shifts in the tree shrew sclera (Guo et al., 2014), was also up-regulated during hyperopia induction. Notably, *NPR3* has been associated with fluid transport across the RPE (Mikami et al., 1995; Dahrouj et al., 2013), while concurrent up-regulation of the inflammatory biomarker *PTX3* and hyaluronan promotes fluid accumulation in the extracellular space of other tissues (Day and De La Motte, 2005) suggesting that these three transcripts may play a role in choroidal expansion during hyperopia induction.

Genes associated with circadian and phototransduction processes were also differentially expressed during both myopia and hyperopia induction. These findings are similar to those of a past chick microarray study, where several circadian genes were differentially expressed during myopia induction (Stone et al., 2011). These previous findings contributed to interest in the role of circadian processes as an explanation for the effects of outdoor time on refractive development in children (Stone et al., 2013). Careful examination of our own data suggests that circadian and phototransduction gene expression changed during the slowing of growth in normally developing eyes. These same genes were differentially expressed when comparing lens wearing and no lens animals because lens wear (of both signs) accelerated the time-course of these developmental expression changes. Thus, the role of circadian genes in refractive compensation appears more complex than previously thought, and may be related to changes in photoreceptor functioning. As noted in the methods (Differential Gene Expression), the relatively small sample sizes used in the present study meant that the outcome of single gene analyses differed depending on the evaluation method used (see also Soneson and Delorenzi, 2013). 

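The circadian and phototransduction genes NFIL3, ARNTL, BLIMP-1, GUCA1A, CNGA3, NET1 and CACNA2D4 make 18 pairs of a gene and a comparison in which the paper reports a change, 7 over time without a lens and 11 with a lens. For the 7 over time, DESeq2 and edgeR's likelihood ratio test called 7 each, limma-voom with sample quality weights 6 and the quasi-likelihood test 1. For the 11 with a lens, DESeq2 called 9, the likelihood ratio test 6, limma-voom 2 and the quasi-likelihood test 0, where all 11 had an unadjusted p-value below 0.05. The paper's own EdgeR tables list 16 of the 18 pairs.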

In this context our single gene results should broadly be interpreted with caution, however, it should also be noted that the changes to phototransduction and circadian gene expression across all three groups were robust to the analysis approach used. Future studies are now needed to validate and further explore these single gene changes at the mRNA and protein level (e.g., using qPCR and Western blots).

As the ultimate goal of animal studies of ocular growth is to better understand the mechanisms underlying myopia development in human populations, we compared our findings in chick with the results of Genome-Wide Association Studies (GWAS) indexed in the NHGRI catalog (Welter et al., 2014). *BMP2* was the only single gene from our study to fall near myopia-associated SNPs (see Supplementary Table S8 for details). At the pathway level, however, the KEGG “Arrhythmogenic Right Ventricular Cardiomyopathy” gene set (which was positively correlated with axial length and negatively correlated with refraction on 1 day) has been previously linked with human myopia (Hysi et al., 2014a). More broadly, genes associated with refractive error in human populations have pleiotropic effects on non-ocular systems where they are strongly associated with systemic phenotypes including trans-fatty acid levels (Hysi et al., 2014b; Hysi, 2015). That both GWAS and transcriptome methodologies have implicated multiple (but different) genes within these ECM and fatty acid pathways suggests that the co-ordinated actions of broader biological networks are more functionally significant for growth control than single genes.

Although pathway analysis is a valuable tool for investigating ocular growth phenotypes, our novel findings suggest that the outcome of such investigations is strongly influenced by experimental design. Few past transcriptome wide studies have concurrently investigated myopia and hyperopia induction, and none have done so using GSEA. Instead, researchers have used analysis methods that associate networks or pathways with lists of differentially-expressed genes (e.g., Brand et al., 2007; Shelton et al., 2008; Stone et al., 2011). This approach suffers from poor sensitivity, especially when expression changes are subtle (Abatangelo et al., 2009; Bayerlová et al., 2015). Because GSEA does not require an arbitrary cut-off for differential gene expression it has a much larger functional range. This greater sensitivity makes GSEA particularly suited to refractive error datasets where expression changes are often modest [for example during hyperopia induction in the present–and previous (Stone et al., 2011)–studies]. However, GSEA is not without limitations; it shows poor specificity in some circumstances (Bayerlová et al., 2015) and (in the present study) the results are limited to the gene sets available in the KEGG database which has a particular focus on metabolic and signaling pathways (Bauer-Mehren et al., 2009; García-Campos et al., 2015). Future studies may benefit from using a wider range of databases and analysis methods. Regarding the latter, methods that incorporate pathway topology are promising but require further benchmarking (Bayerlová et al., 2015).

Our novel findings may also reflect the tissues profiled; like several previous transcriptome studies (Mcglinn et al., 2007; Shelton et al., 2008; Summers Rada and Wiechmann, 2009; Stone et al., 2011) we analyzed a combination of posterior ocular tissues. This systems-level approach proved useful in identifying expression shifts likely to be localized (such as sets of photoreceptor-specific genes) through to broader structural and metabolic shifts that presumably affect multiple cell-types. However, it has previously been shown that profiling multiple cell types can obscure localized expression changes, and that some components of the expression response during visually-regulated growth are reversed in sign across different ocular layers (Ashby and Feldkaemper, 2010; Penha et al., 2011). Thus, further studies are now needed to localize the expression shifts identified here to individual ocular layers, and to determine whether the bidirectional expression shifts observed play a direct role in mediating ocular growth and refractive change.

In conclusion, our data demonstrate that expression of genes in several structural, metabolic, and immune pathways is correlated with eye size and refraction across a spectrum of ocular growth conditions in chick (normal development, myopia induction, and hyperopia induction). These findings elucidate the transcriptional response underlying the broad morphological changes that occur in the retina, RPE, and choroid during refractive compensation. The involvement of metabolic and immune/apoptosis pathways suggests a further link between structural change and tissue health that may increase the vulnerability of myopic chick eyes to secondary pathologies (see Hayes et al., 1986; Liang et al., 1995, 2004; who describe signs of secondary pathologies in chick). Moreover, similar observations in slower primate models (Tkatchenko et al., 2006) and GSEA studies (see above) support the notion that these expression shifts may translate to human myopia where related biological processes [i.e., apoptosis (Xu et al., 1996), mechanical (Saw et al., 2005; Morgan et al., 2012) and oxidative stress (Francisco et al., 2015)] have been linked with the development of sight-threatening secondary disorders.

## Author contributions

NR, LG, NH, and SC conceived, designed and coordinated the study. NR collected the data. NR and NH conducted the data analysis. NR wrote and revised the manuscript with input from LG, NH, and SC.

## Additional information

Accession code: GSE78042.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Bidirectional Expression of Metabolic, Structural, and Immune Pathways in Early Myopia and Hyperopia
**Source:** Front Neurosci. 2016 Aug 30;10:390. doi: 10.3389/fnins.2016.00390
**Supplement:** Supplementary file 2

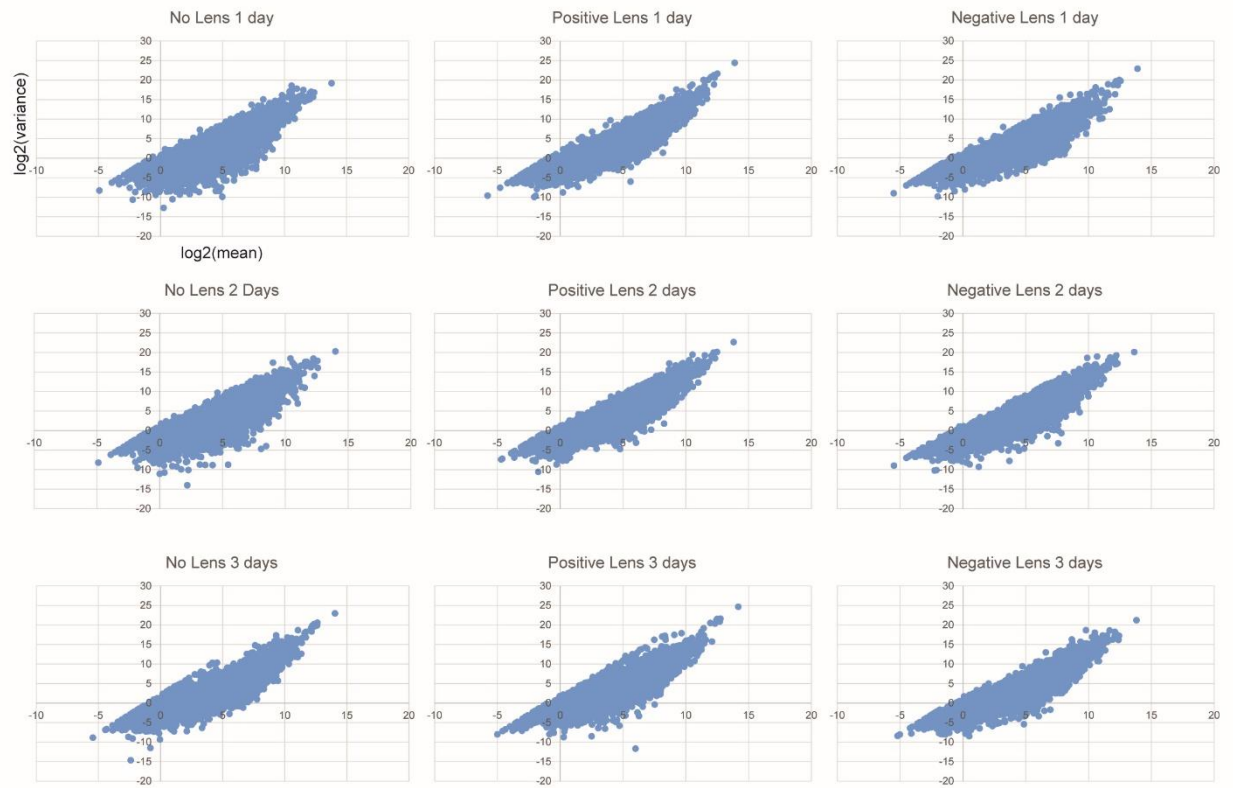

**Supplementary Figure S1.** Plots showing the mean to variance relationship for each sample group. Each dot represents the  $\log_2\text{mean}$  and  $\log_2\text{variance}$  for a gene. Note that variance is similar across groups.

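The spread within each group was taken as the median over 11882 genes of the SD of log2 CPM between its chicks. Without a lens it was 0.143 at 1 day (n = 3), 0.172 at 2 days (n = 3) and 0.178 at 3 days (n = 4). With the negative lens it was 0.188, 0.187 and 0.183, and with the positive lens 0.222, 0.246 and 0.201 (n = 4 each). The positive lens group had the largest value at each age. With one of its chicks left out in turn, its spread ranged from 0.187 to 0.229 at 1 day, from 0.196 to 0.271 at 2 days and from 0.132 to 0.208 at 3 days.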

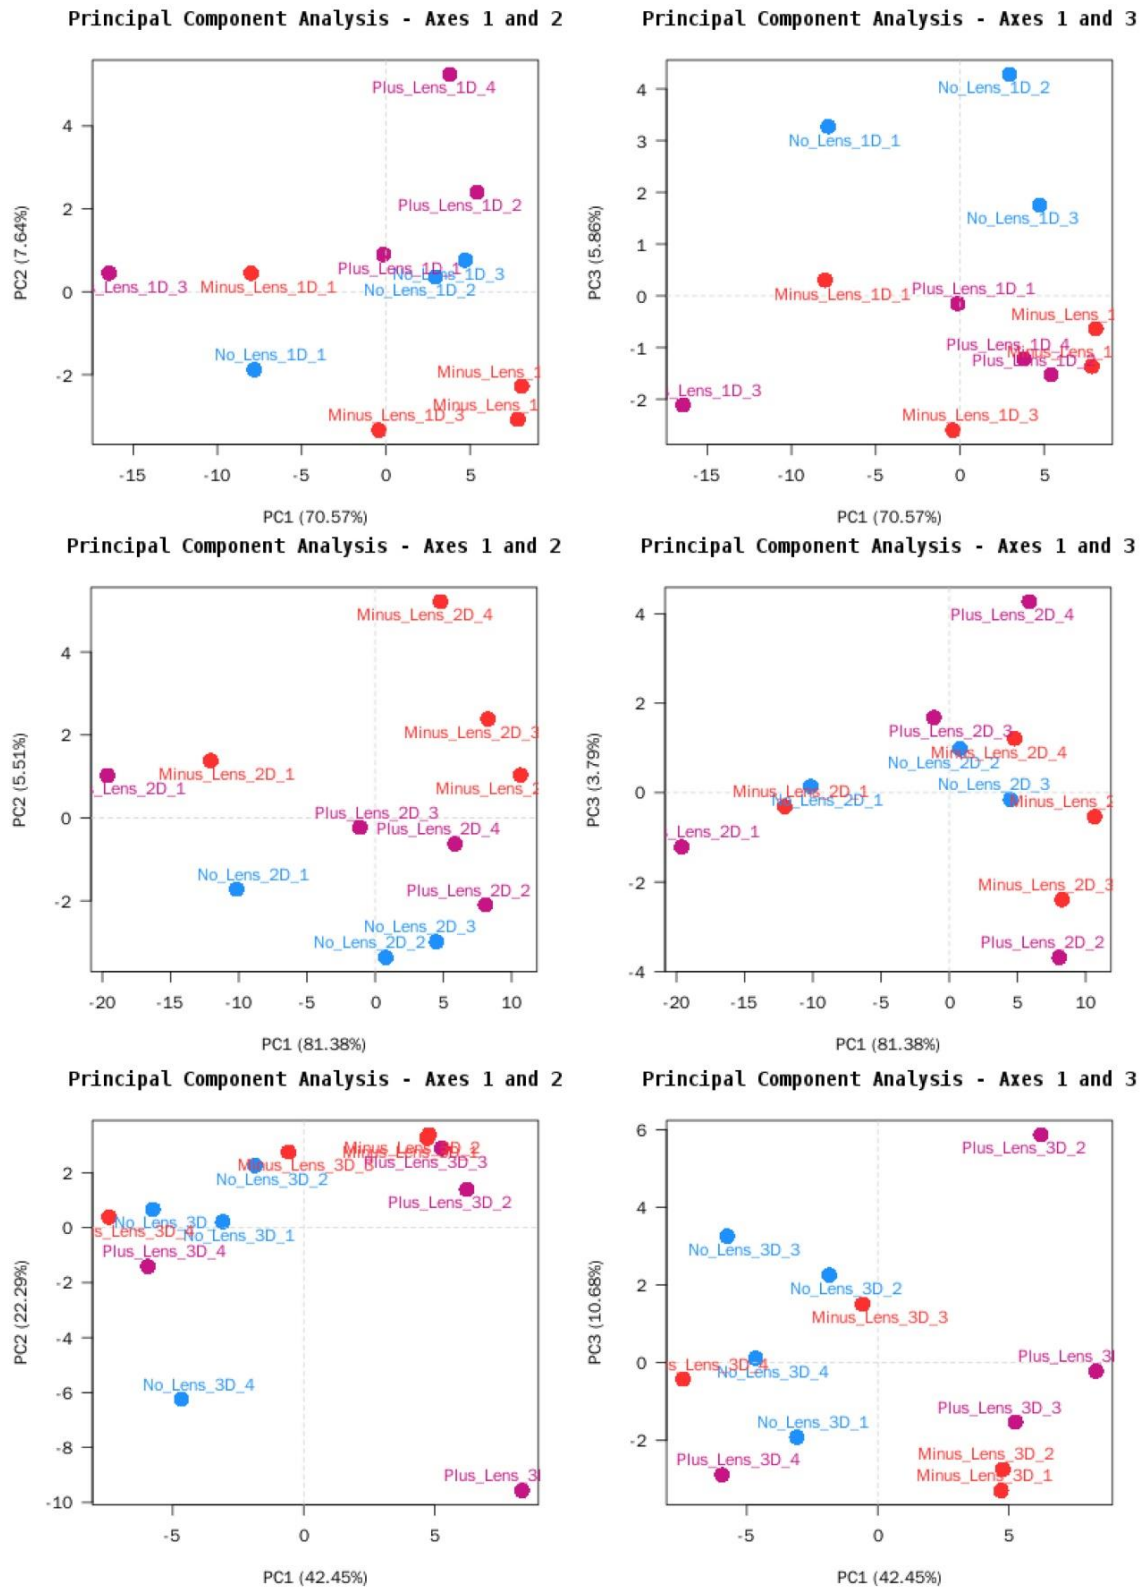

**Supplementary Figure S2.** Principal Component Analysis of samples at 1, 2 , and 3 days (labelled 1D, 2D, 3D) using Variance Stabilizing Transformation (VST).

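Principal components of log2 TMM-normalized CPM were computed within each day. The first component carried 46.9% of the variance at 1 day, 57.0% at 2 days and 28.4% at 3 days, and the second 9.59, 7.57 and 18.1%. Of 18 comparisons between lens groups on these 2 components, 4 had an exact permutation p-value of 0.0286 (two-sided, adjusted p = 0.129). At 3 days the first component placed the positive lens chicks at 23.4 ± 11.7 (SD, n = 4), apart from the No Lens chicks at -18.6 ± 7.88 (n = 4) and the negative lens chicks at -4.74 ± 20.1 (n = 4). At 2 days the second component placed the negative lens chicks at 11.1 ± 5.32 (n = 4), apart from the No Lens chicks at -8.01 ± 10.1 (n = 3) and the positive lens chicks at -5.12 ± 14.1 (n = 4). At 1 day no component of the first 2 separated the groups.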

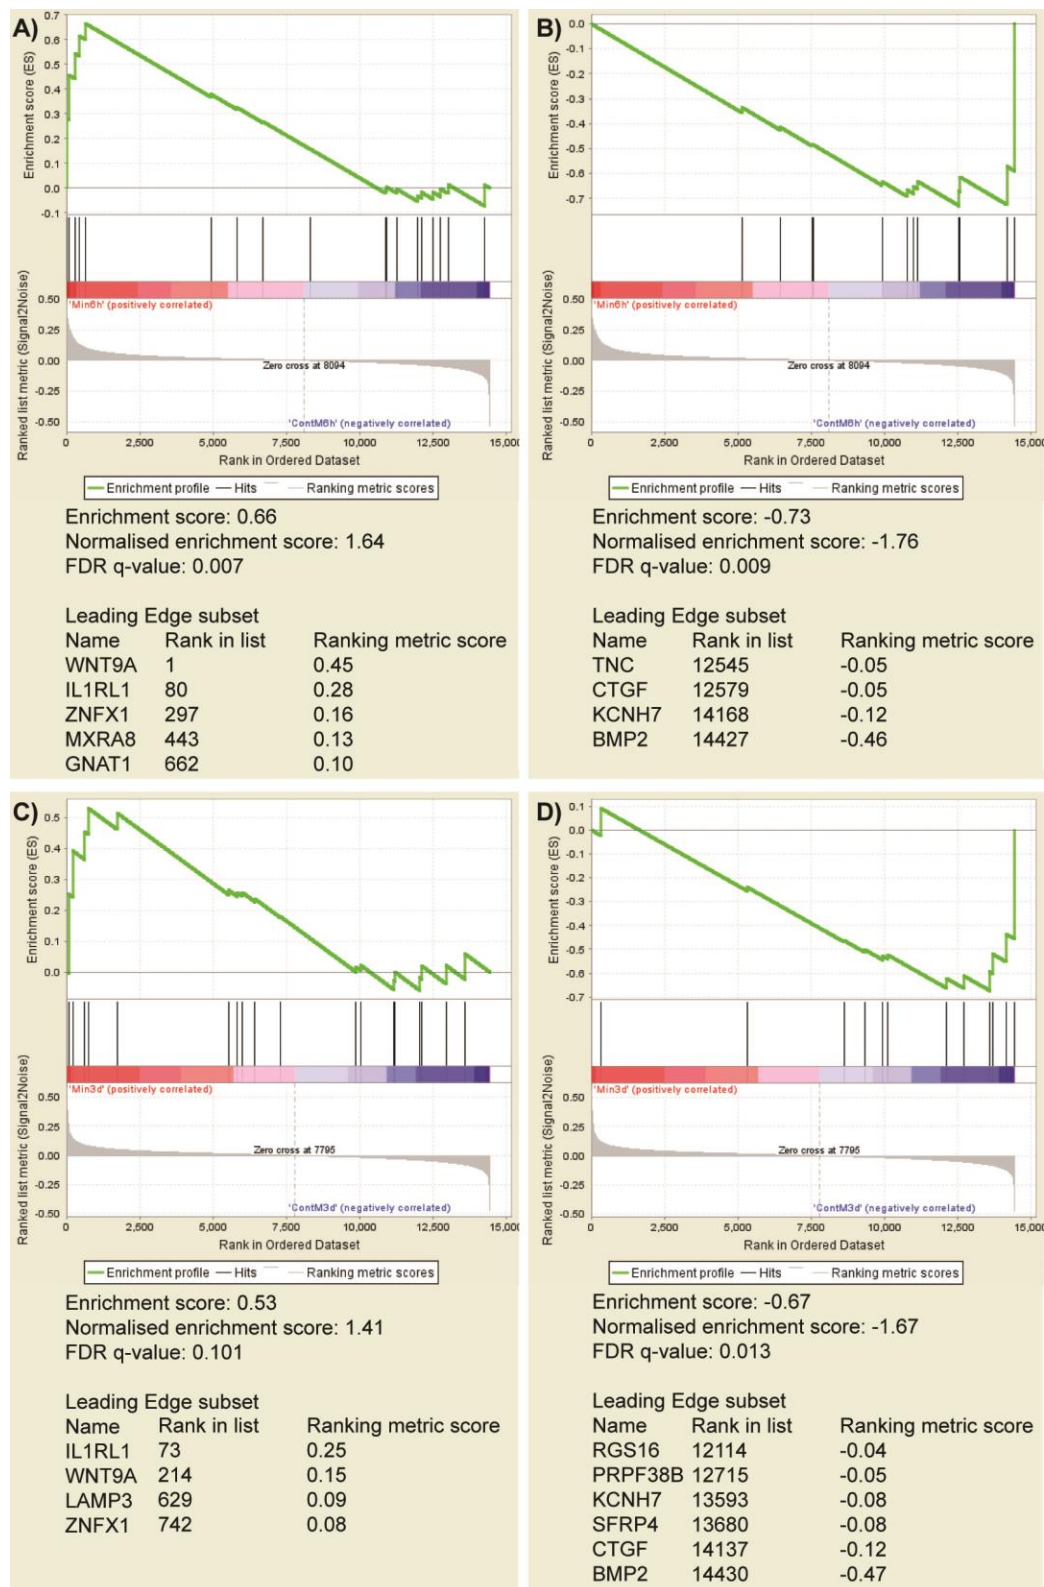

**Supplementary Figure S3.** Enrichment plots showing the rank of up- and down-regulated genes from our study in the most similar available microarray dataset (Stone, 2011). Up- and down-regulated gene sets were created from the list of genes differentially-expressed following 1, 2,

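The enrichment plots use the genes of the paper's negative lens lists as 2 sets, one of genes that rose and one of genes that fell. GSEA walks down the genes of the microarray study ranked by their change, adds to a running score at each gene of the set and subtracts at the others. A set gathered at the top gives a positive peak and a set gathered at the bottom a negative one. The microarray data were not used here.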

and 3 days of negative lens-wear (relative to age-matched No Lens chicks). These gene sets were tested for enrichment in Stone's 6 hour and 3 day negative lens data relative to fellow eye controls. Genes up-regulated during myopia induction in the present study were significantly enriched in Stone's (A) 6 hour and (C) 3 day negative lens datasets. Genes down-regulated during myopia induction in the present study were significantly enriched in Stone's (B) 6 hour and (D) 3 day fellow eye control datasets. Enrichment statistics and leading edge subset (LES) genes are provided under each plot. LES genes contribute most to the expression score (ES); for a positive ES (as in 'A' and 'C') the LES appear in the ranked list prior to the peak score, while for a negative ES (as in 'B' and 'D') the LES appear in the ranked list subsequent to the peak score. See Subramanian et al. (2005) for a detailed explanation of these statistics and plots.

How the deposited data were processed for this re-analysis (not part of the article)

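Messenger RNA was measured in the retina, retinal pigment epithelium and choroid of 34 chicks in 9 groups, with no lens, a negative lens or a positive lens for 1, 2 or 3 days. Each chick gave 1 eye. The No Lens groups of 1 and 2 days had 3 chicks and the other groups had 4. Groups and chick numbers were taken from the sample labels and from Table S1. In the deposited counts the label of No Lens chick 100 of 3 days carries a suffix that no other chick has. The meaning of this suffix is not known. The total count of this chick was 0.0151% below that in Table S1.

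The authors trimmed the reads with CutAdapt and Trimmomatic, aligned them to the chicken genome build GalGal4 with Tophat2 and Bowtie2, counted with HTSeq the reads that mapped to a single gene, and deposited the raw count of each gene in each chick as whole numbers. The counts in the table are not normalized. Reads that mapped to more than 1 place are already left out, so genes with near-identical copies can be counted too low, and the strand setting of the counting is not given in the paper's text. Tests by the authors used DESeq2 run through SARTools, and edgeR in a first version of their work.

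Total counts per chick ranged from 1592763 to 13765634, with a median of 5014243. Mitochondrial genes took 3.522 to 8.536% of the counts. The chick with the lowest total wore a positive lens for 3 days. At the lowest total a gene of low expression has few reads, so fold changes of such genes carry that limit. Within each group every pair of chicks was compared by a chi-square test of their counts over genes. In all 48 pairs the counts differed by more than sampling noise (chi-square per gene from 2.849 to 22.248), so no 2 of them are repeats of a single library.

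The comparisons were made in R 4.3.3 with edgeR 4.0.16. Genes were filtered by filterByExpr (minimum count 10, minimum total count 15), counts were normalized by the TMM method, and groups were compared by the quasi-likelihood test (glmQLFit and glmQLFTest) with a separate mean for each group and no covariates. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p-value below 0.05. For a lens against no lens, and for the negative against the positive lens, the fit held all chicks of that day. For changes over time, the fit held the 3 days of 1 lens group. All adjusted p-values of single genes come from this test in edgeR unless DESeq2, limma or the likelihood ratio test of edgeR is named. Expression values in CPM are normalized by TMM and given as the mean ± SD over chicks.

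The genes named are every gene that the text, Figures 3 and 4 or Tables S7 and S9 of the paper name, for the comparison they are named for, and in each comparison the 5 genes with the largest absolute log2 fold change among those called whose values do not overlap between the groups. Core genes of pathways are reported as scores and not singly. Further comparisons of genes that the paper names, and the pathways followed over time in the text, were added after the data were seen, as were the changes in core genes from day 1 to day 3, adjusted over all pathways and lens groups. The gene ENSGALG00000001629 falls outside the rule and was chosen after its values were seen.

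Overlaps between lists of called genes were tested with a one-sided hypergeometric test, with the genes tested in all the comparisons as background. For pathways, the core genes in Table S10 were scored in each chick as the mean of log2 CPM (prior count 2) minus the mean of the No Lens chicks of the same age, or over time minus the mean of the first day of the same lens group. Scores used 11882 genes. Scores of groups were compared by exact two-sided permutation tests over chicks, with Benjamini-Hochberg adjustment over each family of comparisons. Groups of 4 chicks against 4, or 4 against 3, cannot give a p-value below 0.0286, and 3 against 3 cannot give one below 0.1. Over these families an adjusted p-value below 0.05 needs most comparisons to lie at that floor. A higher adjusted p-value therefore does not speak against a change. Genes of the respiratory chain, of the extracellular matrix and its receptors, and RNA polymerase subunits were also taken by symbol family, which does not depend on the values. They were compared by the same tests and by limma's camera test. Only the start of the symbol was matched. The families thus include some genes that are not members proper, such as COL4A3BP and ITGB3BP, and NDUFAF1 in the respiratory chain family. Correlations over chicks carry permutation p-values from 100000 permutations.

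The alternatives were DESeq2 1.42.0 with and without the beta prior (the shrinkage of fold changes), the likelihood ratio test of edgeR, limma-voom with sample quality weights (limma 3.58.1), RLE normalization, no filter on low counts, only the 2 groups compared in the fit, all 34 chicks in 1 fit, 1 surrogate variable (sva 3.50.0), and each chick left out in turn. For scores they were CPM of the total count, a prior count of 0.5, the median over genes, genes scaled to their SD, no filter on low counts, core genes of axial length only, genes of a single pathway only, and each chick left out in turn. These alternatives, the design of each comparison and the rule for the genes named were set before the data were examined. DESeq2 with no Cook's cutoff, with all 34 chicks in 1 fit and with chicks of 3 days left out in turn, and the spread within groups and the principal components, were added after the data were seen. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for scores, permutations and figures.

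The tests were also tried on simulated data. Counts were drawn for the genes of 3 comparisons from the means and library sizes of the real chicks, with 200 genes changed by known amounts. Each gene was drawn independently, so the simulations hold no variation shared between genes, and the rates can differ from those in the real data. The quasi-likelihood test recovered 65 to 83% of the genes changed by 1 on the log2 scale and 88.3 to 97.3% of those changed by 2, and 4.26 to 5.09% of its calls were false. DESeq2 with the beta prior recovered 75.7 to 84% and 92 to 97%, and 9.05 to 14.7% of its calls were false. In 4 simulations of 11410 genes with 0 changed, the quasi-likelihood test and limma-voom called 0 genes, DESeq2 with the beta prior 5 to 9 and the likelihood ratio test 3 to 15.

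Eye measurements, the gene sets and the ranked lists behind the enrichment scores, the core genes of Table S11 and the microarray study were not used here. No genome was used, so no coordinates are given.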

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

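The counts of splits with DESeq2, the test of sequencing depth for the positive lens at 3 days, the tests of all choroid and sclera markers and of those not called, and the tests of skeletal muscle markers were chosen only after the result was seen.

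In 13 of 152 groups of 4 chicks, the highest or the lowest chick lay apart from the others by more than 0.829 of the range of the group. About 1 in 20 groups does so by chance, which is 7.6 of the 152. The groups were 7 for the total count, 7 for a skeletal muscle score, 84 for genes that the text names and 54 for core gene scores.

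Total counts accounted for 4 of these. One chick stood above the rest in the negative lens group of 1 day (chick 46, 11360907 counts against 3447367 to 4681924), the positive lens group of 1 day (chick 11, 13765634 against 3477954 to 4431730), the negative lens group of 2 days (chick 49, 11216801 against 4043788 to 4979655) and the No Lens group of 3 days (10835985 against 5048832 to 5397894). If the depth of a library had shaped expression, the first principal component would have been correlated with the total count within a day. This was so in 0 of the 3 days (permutation p from 0.241 to 0.756 for Pearson's r). No biological explanation was tested.

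Among genes, CTGF reached 182.2 CPM in chick 44 of the negative lens group of 1 day (102.5 to 115.2 in the others), and CNGA3 reached 109.1 CPM in chick 100 of the No Lens group of 3 days (63.63 to 67.05 in the others). Core gene scores set 1 chick apart for arrhythmogenic right ventricular cardiomyopathy (chick 39 of the negative lens group of 1 day at -0.0731, others 0.154 to 0.2005), hematopoietic cell lineage (chick 2 of the positive lens group of 1 day at -0.6528, others -0.106 to 0.0031), sphingolipid metabolism (the same chick at -0.3715, others 0.0026 to 0.0614), the citrate cycle (chick 13 of the positive lens group of 2 days at -0.434, others 0.0154 to 0.0935) and cysteine and methionine metabolism (chick 32 of the positive lens group of 3 days at -0.2539, others -0.0585 to -0.0258). Chick 32 also had the lowest total count of all 34. These 7 are near the number that chance gives, and no explanation was tested for them.

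A score of skeletal muscle transcripts, the mean log2 CPM of 10 marker genes, reached 2.938 in chick 2 of the positive lens group of 1 day (0.408 to 0.795 in the others) and 3.812 in the chick of the No Lens group of 3 days that had the highest total count (0.756 to 0.922 in the others). The highest scores were those of chicks 36 and 26 of the positive lens group of 3 days, at 6.939 and 5.599, while chicks 32 and 33 were at 2.495 and 0.49 and the No Lens chicks of all days lay between 0.649 and 3.812. Skeletal muscle in the tissue taken may account for these values: in all 10 of 10 markers the same 2 chicks, 26 and 36, were the highest of the 12 chicks of 3 days. Muscle genes rise together in any muscle, so this does not tell muscle carried over at dissection from muscle genes expressed in the tissue itself.

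Among the genes that the text names, some lay on opposite sides of the No Lens chicks under the lenses. Every chick with one lens was below, and every chick with the other above, all No Lens chicks of that day. These genes were BMP2, HAS2 and PTX3 at 1 day, the same genes and NPR3 at 2 days, and NPR3 at 3 days. The log2 ratio of the negative to the positive lens mean was -2.597 for BMP2, -2.021 for HAS2 and -4.084 for PTX3 at 1 day, -1.864, -2.071 and -4.953 for the same genes at 2 days, and -1.704 at 2 days and -2.077 at 3 days for NPR3. The difference between the lenses was tested by the direct comparison of the 2 groups, which the paper did not make gene by gene. It called 3 genes at 1 day (BMP2, HAS2 and RGS16), 6 at 2 days (PTX3, HAS2, BMP2, NPR3, CTGF and ENSGALG00000001629) and 4 at 3 days (PTX3, C7, VCAN and NPR3), all lower with the negative lens and all without overlap between the 4 chicks of each group, a separation that chance gives in 0.0286 of arrangements (exact permutation p, two-sided). Of the ratios above, the comparison called all but PTX3 at 1 day (edgeR's quasi-likelihood test, adjusted p = 0.132).

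Of the 35 splits of these 8 chicks, 2 gave as many genes at 1 day, 1 at 2 days and 1 at 3 days, the real split included, so a chance split may account for the count at 1 day, though not readily for BMP2, whose adjusted p-value there was 0.00169 in edgeR's quasi-likelihood test. At 2 and 3 days no other split gave as many. Less choroid and sclera in the tissue taken with the negative lens might also give such genes. From the positive to the negative lens, 13 choroid and sclera markers differed by 0.08 on the log2 scale at 1 day (exact permutation tests, two-sided, p = 0.6286), 0.01 at 2 days (p = 0.9714) and -0.20 at 3 days (p = 0.4571), and the 10 outside the core lists by -0.09 at 1 day (p = 0.6571). These differences are small beside the log2 fold changes of the called genes, of which the smallest were -1.24 at 1 day, -1.01 at 2 days and -2.05 at 3 days. Reads were few for PTX3 with the negative lens at 2 days, where the 4 chicks had 1, 10, 1 and 6. BMP2 and HAS2 were called at 1 and 2 days and PTX3 and NPR3 at 2 and 3 days, in different chicks on each day, while at 3 days BMP2 and HAS2 were not (adjusted p = 0.641 and 0.0665 in edgeR's quasi-likelihood test). A response to the sign of defocus is a hypothesis for these 4 genes.

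The positive lens at 3 days changed 101 genes against no lens, most of them outside the genes that the paper discusses. As many genes were found in 1 of the 35 splits of these 8 chicks, the real one, and the other splits gave at most 24. With DESeq2 it was also 1 of 35, for 532 genes, and the other splits gave at most 288. Depth was not found to account for it, since the mean log2 CPM of the 101 genes had a Pearson's r of -0.299 with the total count over the 12 chicks of 3 days (permutation p = 0.354, Spearman's rho = -0.217, p = 0.498, and r = 0.0386 without the 2 chicks farthest from the median). More choroid and sclera in the tissue might account for part of it. The 13 markers of these tissues were higher by 0.40 with the lens (exact permutation tests, two-sided, p = 0.0571), and the 12 of them that were not called by 0.36 (p = 0.0857). Extracellular matrix genes by symbol family were higher by 0.25 (exact p = 0.0571 over chicks, adjusted p = 0.0231 in limma's camera test). The tests over chicks did not pass 0.05, but leaving out a called marker works against finding a difference in tissue. A shift of 0.40 is small beside the changes of 5 of the genes that rose most (2.25 to 2.73) and the difference of SFRP4 (-2.21). The latter came with a rise of SFRP4 without a lens, from 10.0 CPM at 2 days to 37.3 at 3 days. For genes with smaller rises, a change with the lens cannot be told apart from one in the amount of these tissues. Of the 101 genes, 0 were skeletal muscle markers. The count fell to 0 without chick 36 and to 9 without chick 26, the chicks with the highest muscle scores, but it also fell to 0 without any of 3 of the 4 No Lens chicks, to 18 without the fourth and to 24 without chick 33, and was 107 without chick 32. Over the 12 chicks of 3 days the mean log2 CPM of the 101 genes had a Pearson's r of 0.416 with the muscle score (permutation p = 0.19, Spearman's rho = 0.189, p = 0.557). Without the 2 chicks farthest from the median, which are chicks 36 and 26, r was -0.155. The test did not pass 0.05, and a part of muscle in some of these genes is not excluded.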

How the results depend on the processing

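The settings of DESeq2 with no Cook's cutoff, with all 34 chicks in 1 fit and with chicks of 3 days left out in turn are tests chosen only after the result was seen.

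The numbers of called genes moved with the test, with the chicks in the fit and with single chicks. DESeq2 with the beta prior called 18, 17 and 7 genes for the negative lens at 1, 2 and 3 days and 5, 9 and 532 for the positive lens, and over time 53 for the No Lens group between days 2 and 3, 23 and 8 for the negative lens in the 2 steps and 3 for the positive lens between days 2 and 3. The negative against the positive lens gave 23, 12 and 38. It called 2 genes in opposite directions, and 10 genes of the negative lens overlapped with normal development. DESeq2 without the beta prior gave, in the same order, 17, 19 and 7, then 1, 6 and 533, then 51, 23, 8 and 15, then 20, 12 and 60, with 2 genes in opposite directions and an overlap of 11. The likelihood ratio test gave 11, 13 and 10, then 2, 7 and 692, then 47, 26, 8 and 12, then 24, 15 and 64, with 3 genes in opposite directions, an overlap of 7, and 3 genes for the No Lens group between days 1 and 2. DESeq2 with no Cook's cutoff gave 18, 17 and 7, then 5, 9 and 532, then 53, 23, 8 and 3. DESeq2 with all 34 chicks in 1 fit gave 12, 12 and 10, then 2 and 7 at 1 and 2 days, then 16 for the No Lens group between days 2 and 3, 19 for the negative lens between days 1 and 2 and 115 for the positive lens between days 2 and 3.

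Limma-voom called 6 and 5 genes for the negative lens at 1 and 2 days, 662 for the positive lens at 3 days, 13 for the No Lens group between days 2 and 3, 7 for the negative lens between days 1 and 2, 10 for the positive lens between days 2 and 3, and 5 and 15 between the lenses at 1 and 2 days, with an overlap of 3 for the negative lens. With 1 surrogate variable it was 18 and 7 for the negative lens at 1 and 2 days, 10 for the positive lens at 2 days, 2 for the No Lens group between days 2 and 3, 21 for the negative lens between days 1 and 2, and 26 and 11 between the lenses at 1 and 2 days, with an overlap of 1 for each lens. All 34 chicks in 1 fit gave 2 and 3 for the negative lens at 2 and 3 days, 1 and 6 for the positive lens at 2 and 3 days, 4 for the No Lens group between days 2 and 3, 8 for the negative lens between days 1 and 2, 46 for the positive lens between days 2 and 3, and 9, 11 and 63 between the lenses, with an overlap of 1 for each lens. A fit of only the 2 groups gave 654 for the positive lens at 3 days, 2 for the No Lens group between days 2 and 3, 0 for the negative lens between days 1 and 2 and 1 between the lenses at 1 day. RLE normalization gave 5 for the No Lens group between days 2 and 3, as did no filter on low counts. For all of these changes the cause was not tested.

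With 1 chick left out in turn, called genes ranged from 0 to 1 (7 fits) for the negative lens at 1 day, 0 to 355 (8 fits) at 3 days, 0 to 1 (7 fits) for the positive lens at 2 days, 0 to 107 (8 fits) at 3 days, 0 to 56 (7 fits) for the No Lens group between days 2 and 3, 0 to 3 and 0 to 1 (8 fits each) for the negative lens over time, and 1 to 17, 0 to 7 and 1 to 84 (8 fits each) between the lenses at 1, 2 and 3 days. With DESeq2 at 3 days the range was 4 to 506 for the negative and 131 to 846 for the positive lens (12 fits each). The cause was not tested.

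The No Lens mean lay between the means of the lens groups in 26 of 26 pathways on the selected day, where this order follows in part from the choice of the genes. It did so in 21 to 26 with 1 chick left out, 25 with a prior count of 0.5, 24 with the median over genes and 21 with genes of a single pathway. On other days than the selected one, 1 of 52 scores separated the lens groups at an unadjusted p-value below 0.05, against 0 with CPM of the total count, the median over genes, genes scaled to their SD and genes of a single pathway, and 0 to 5 with 1 chick left out (34 fits). Over time, by the same threshold, core scores changed in 8 pathways for the negative lens between days 1 and 2, 1 between days 2 and 3 and 2 for the positive lens between days 2 and 3. Genes of a single pathway gave 5, 2 and, for the positive lens between days 1 and 2, 1. Core genes of axial length gave 5 and, for the positive lens between days 2 and 3, 1. CPM of the total count and no filter on low counts gave 0 for the negative lens between days 2 and 3, and the former 1 for the positive lens. The median over genes gave 1 for the No Lens group, 0 for the negative lens and 4 for the positive lens between days 2 and 3. With 1 chick left out the ranges were 2 to 10, 0 to 4 and 0 to 4. The cause was not tested.

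Some small differences of the symbol families, of core genes without a lens and of core genes with a lens on the reported day reversed. With 1 chick left out, the positive lens scores of oxidative phosphorylation, RNA polymerase, the citrate cycle, Huntington's disease and Parkinson's disease at 2 days changed sign. So did those of sphingolipid metabolism (-0.1180 to 0.0263) and cytosolic DNA sensing at 1 day. The negative lens score of antigen processing and presentation at 1 day changed sign too. The respiratory chain genes under the positive lens at 2 days were at -0.0072, and at 0.0013 with CPM of the total count, 0.0200 with the median over genes and -0.0736 to 0.0887 with 1 chick left out. Between the lenses they ranged from -0.0073 to 0.1271 at 1 day, and at 3 days they were at -0.0149, at 0.0108 with CPM of the total count, 0.0828 with genes scaled to their SD, 0.0042 with no filter on low counts and -0.1006 to 0.0260 with 1 chick left out. Extracellular matrix genes with 1 chick left out ranged from -0.1067 to 0.0550 for the negative lens at 1 day and -0.0966 to 0.0263 at 2 days. At 2 days they ranged from -0.1546 to 0.0843 for the positive lens and -0.1165 to 0.1224 between the lenses, where the median over genes gave -0.0043. For the positive lens at 3 days they kept their direction, from 0.1960 to 0.3141. RNA polymerase subunits were at -0.0123 for the negative lens at 1 day with genes scaled to their SD, and for the positive lens at 0.0069 at 1 day with a prior count of 0.5, at 0.0003 at 2 days with the median over genes, and at 3 days at -0.0192 with the median over genes, -0.1509 with genes scaled to their SD and -0.0172 with no filter on low counts. With 1 chick left out they ranged from -0.0597 to 0.0145 at 1 day and -0.0800 to 0.0130 at 2 days for the positive lens. Citrate cycle core genes without a lens ranged from -0.1725 to 0.0409 between days 1 and 2 and from -0.1944 to 0.0190 between days 2 and 3. In the same group and with 1 chick left out, core genes between days 1 and 2 ranged from -0.0955 to 0.0120 for viral myocarditis, -0.0630 to 0.0574 for cytosolic DNA sensing and -0.1910 to 0.0451 for primary immunodeficiency, and between days 2 and 3 from -0.0361 to 0.0706 for focal adhesion, -0.0139 to 0.0548 for Toll-like receptor signaling and -0.0667 to 0.0118 for Leishmania infection, where the median over genes gave 0.0020 and genes scaled to their SD 0.0573. The cause was not tested.

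Of 55 results, 20 kept their direction and their side of the threshold in every setting. For 183 pairs of a named gene and a comparison, 1202 values kept them under the other settings, 424 were stronger, 21 were weaker and 0 reversed, and with 1 chick left out 1192 kept them, 45 were stronger and the rest weaker. Among single core gene scores, 524 values kept them, 61 moved, 8 were stronger, 10 weaker and 2 reversed. Leaving out 1 chick in turn gave 590 counted as the same, 9 moved, 5 stronger, 24 weaker and 12 reversed. The 590 include scores of the reported day that changed sign. An example was the citrate cycle score with the positive lens at 2 days (-0.1778 to 0.0586). The 12 are therefore too few as a count of sign changes. Of the spread within groups and the principal components, 31 values kept them and 5 moved, and with 1 chick left out 53 kept them and 15 moved. The cause was not tested.

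No paired analysis was possible because each chick gave 1 eye and no replicate numbers are shared between groups. The chick with the lowest total, 1592763 counts, wore a positive lens for 3 days, which limits fold changes of genes with few reads in that group.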

Differences from the paper's values

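The numbers of genes with an adjusted p-value below 0.05 differed from the paper's in all 6 comparisons of a lens group with no lens. The paper reports 20 genes for the negative lens at 1 day and the quasi-likelihood test called 0 (364 at an unadjusted p-value below 0.05). Of the alternatives set before the data were examined, DESeq2 with the beta prior (18), DESeq2 without it (17) and 1 surrogate variable (18) came within 1.5 times of the paper's number, and the others did not. For 2 days the paper reports 19 and 0 were called (568 at an unadjusted p-value below 0.05), against 17 with DESeq2 with the beta prior, 19 without it and 13 with the likelihood ratio test. At 3 days the paper reports 3 and 0 were called (1181 at an unadjusted p-value below 0.05), and a fit of all 34 chicks called 3. For the positive lens at 1 day the paper reports 5 and 0 were called (443 at an unadjusted p-value below 0.05), and DESeq2 with the beta prior called 5. The paper reports 9 for this lens at 2 days and 0 were called (286 at an unadjusted p-value below 0.05), against 9 with DESeq2 with the beta prior, 6 without it, 7 with the likelihood ratio test and 10 with 1 surrogate variable. At 3 days the paper reports 2 and 101 were called, and none of the alternatives closed the gap. DESeq2 with no Cook's cutoff, chosen after seeing the values, also came within the paper's range for the negative lens at 1 day (18) and 2 days (17) and the positive lens at 1 day (5) and 2 days (9), and DESeq2 with the beta prior and all 34 chicks in 1 fit, chosen the same way, for the positive lens at 2 days (7).

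Over time the paper reports 32 genes for the negative lens and 57 for normal development, where the quasi-likelihood test called 3 and 1. DESeq2 with the beta prior called 30 and 53, DESeq2 without it 30 and 51, and the likelihood ratio test 32 and 50. Among the fits that each left out a chick, the No Lens count between days 2 and 3 reached 56. DESeq2 with no Cook's cutoff, chosen after seeing the values, called 53 in that step. For the negative lens it called 23 between days 1 and 2 and 8 between days 2 and 3. The other alternatives did not come within 1.5 times. The paper reports 13 genes shared between normal development and lens wear, where 0 were shared, against 12 with DESeq2 with the beta prior, 11 without it and 10 with the likelihood ratio test. The paper reports 1 gene changed in opposite directions by the lenses at 1 day, where 0 were called, and DESeq2 with the beta prior called 1.

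Table S9 lists 3 genes for the No Lens group between days 1 and 2 and 55 between days 2 and 3, where 0 (573 at an unadjusted p-value below 0.05) and 1 were called. The likelihood ratio test called 3 in the first step, with 0 of the 3 listed genes among them (all 3 had an unadjusted p-value below 0.05). In the second, DESeq2 with the beta prior called 53, DESeq2 without it 51 and the likelihood ratio test 47, and the fit without No Lens chick 100 of day 3 called 56. For the negative lens Table S9 lists 24 and 9, where 3 and 0 were called (579 at an unadjusted p-value below 0.05 in the second step). In the first step DESeq2 called 23 with and without the beta prior, the likelihood ratio test 26 and 1 surrogate variable 21. In the second step DESeq2 called 8 with and without the beta prior and the likelihood ratio test 8. Of the settings chosen after seeing the values, DESeq2 with no Cook's cutoff called 53, 23 and 8 in these last 3 steps, and DESeq2 with all 34 chicks in 1 fit 19 for the negative lens between days 1 and 2.

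The paper's own edgeR tables list other numbers. Table S2 lists 16, 12 and 8 genes for the negative lens at 1, 2 and 3 days, where 0 were called (364, 568 and 1181 at an unadjusted p-value below 0.05). Within 1.5 times were, at 1 day, DESeq2 with the beta prior (18) and without it (17), the likelihood ratio test (11) and 1 surrogate variable (18), at 2 days DESeq2 with the beta prior (17) and the likelihood ratio test (13), and at 3 days DESeq2 with and without the beta prior (7) and the likelihood ratio test (10). For the positive lens it lists 1 gene at 1 day, 9 at 2 days and 593 at 3 days, where 0, 0 and 101 were called (443 and 286 at an unadjusted p-value below 0.05 on the first 2 days). At 1 day DESeq2 without the beta prior called 1. At 2 days the settings that came within were those named above for the paper's 9. At 3 days DESeq2 called 532 with and 533 without the beta prior, the likelihood ratio test 692, limma-voom 662 and a fit of only the 2 groups 654. Of the settings chosen after seeing the values, DESeq2 with no Cook's cutoff was within the numbers of Table S2 wherever DESeq2 with the beta prior was, and DESeq2 with all 34 chicks called 12, 12 and 10 for the negative lens at 1, 2 and 3 days and 7 for the positive lens at 2 days. Also chosen after seeing the values, DESeq2 with a chick left out came within the 593 without 1 No Lens chick (519), without negative lens chicks 59, 60, 68 or 69 (514, 575, 468 and 846) and without positive lens chick 32 (726), and within the 8 of the negative lens at 3 days without 1 or another No Lens chick (9 and 11), negative lens chick 68 (12) and positive lens chicks 26, 33 or 36 (8 each). Table S3 lists 1 and 42 genes over time without a lens, where 0 (573 at an unadjusted p-value below 0.05) and 1 were called. For the first, the likelihood ratio test called 3, the listed gene among them, and the other alternatives called 0. None of these came within 1.5 times of the 1. For the second the settings were those named for Table S9. It lists 7 genes for the negative lens between days 2 and 3, where 0 were called, and DESeq2 with and without the beta prior and the likelihood ratio test called 8, as did DESeq2 with no Cook's cutoff. It lists 17 genes for the positive lens between days 2 and 3, where 0 were called (467 at an unadjusted p-value below 0.05), and DESeq2 without the beta prior called 15 and the likelihood ratio test 12.

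All of the paper's 149 pairs of a gene and a comparison had the paper's direction here. The quasi-likelihood test called 6 of them, DESeq2 with the beta prior 129, DESeq2 without it 119, the likelihood ratio test 98, 1 surrogate variable 43, limma-voom 27, a fit of all 34 chicks 14, RLE normalization 10, no filter on low counts 10 and a fit of only the 2 groups 4. DESeq2 with the beta prior gave fold changes that differed from the paper's by a median of 0.0025 on the log2 scale over all 149, and by a median of 0.0951 for the negative lens and 0.1567 for the positive lens at 3 days.

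The log2 fold changes of the genes that the text discusses were larger in size here than the paper's in all 26 cases, and differed by more than the standard error in 24. For the negative lens at 1 day the paper's values were -0.667 for BMP2, 0.408 for NFIL3, -0.444 for GUCA1A and 0.424 for NET1, and here they were -1.67, 0.57, -0.73 and 0.63. After 2 days the paper's were -0.442 for CTGF, 0.591 for NFIL3, 0.568 for BLIMP-1, -0.472 for CNGA3 and 0.465 for CACNA2D4, and here -0.62, 0.72, 0.86, -0.83 and 0.63. For CTGF between days 1 and 2 with this lens the paper's was -0.589 and here -0.99. For the positive lens at 1 day the paper's were 0.518 for BMP2, 0.492 for HAS2 and 0.494 for NPR3, and here 0.91, 1.10 and 1.03. At 2 days the paper's were 0.689 for HAS2, 0.622 for PTX3, 0.644 for NFIL3 and 0.562 for BLIMP-1, and here 1.47, 2.34, 0.79 and 0.87. For the No Lens group between days 2 and 3 the paper's were 0.701 for NFIL3, 0.536 for ARNTL, 0.74 for BLIMP-1, -0.775 for GUCA1A, -0.614 for CNGA3, 0.523 for NET1 and 0.574 for CACNA2D4, and here 0.85, 0.65, 1.05, -1.06, -0.89, 0.68 and 0.73. DESeq2 with the beta prior gave values within 1 standard error of the paper's for all of them. Beside it, a fit of all 34 chicks did so for CTGF at 2 days, GUCA1A at 1 day and, without a lens, NFIL3, ARNTL, GUCA1A and CACNA2D4, the likelihood ratio test for NFIL3 with the negative lens at 2 days and ARNTL, limma-voom for NFIL3 with the positive lens at 2 days, and DESeq2 without the beta prior, a fit of only the 2 groups and 1 surrogate variable for ARNTL. The other alternatives did not.

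The core genes of primary immunodeficiency had about -0.60 with the negative lens at 3 days in Fig. 7B, read by eye, and scored -0.22 here, and none of the alternatives closed the gap.

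The paper names BMP2 as its sole gene with opposite changes under the lenses. DESeq2 with the beta prior called BMP2 at 1 day and NPR3 at 3 days in opposite directions, DESeq2 without it NPR3 at 3 days and PTX3 at 2 days, and the likelihood ratio test NPR3 at 3 days and PTX3 at 2 and 3 days. The paper states that no genes changed over time with the positive lens. Here 0 were called in each step, 3 with DESeq2 with the beta prior between days 2 and 3 and 46 with a fit of all 34 chicks. The paper states that the overlap with normal development exceeded chance for both lenses. With DESeq2 with the beta prior the hypergeometric p-value was 3.82e-16 for the negative and 0.0671 for the positive lens. For the positive lens it was 0.00235 with a fit of all 34 chicks and 0.0166 with 1 surrogate variable. The value of 0.0671 cannot be set against the paper's result. It rests on a list of 540 genes, and 532 calls came at 3 days, where the paper lists 2. DESeq2 did call NFIL3, ARNTL and BLIMP-1 with the positive lens at 2 days. The paper states that the citrate cycle genes fell over time without a lens. The core genes of day 2 changed by -0.07 and -0.08 on the log2 scale in the 2 steps (exact permutation test, two-sided, p = 0.70 and p = 0.543) and by -0.15 from day 1 to day 3 (p = 0.143, chosen after seeing the values), and the core genes of the paper's comparison over time were not used here. The paper states that primary immunodeficiency rose over time with the positive lens and fell with the negative lens. The core genes had these directions in each step, and from day 1 to day 3, chosen after seeing the values, changed by 0.66 and -0.21 (exact permutation tests, two-sided, p = 0.0571 and p = 0.20), which does not pass 0.05. Fig. 4 marks NET1 for 2 days of the negative lens and Table S7 for 1 day. Its log2 fold change was 0.63 at 1 day and 0.28 at 2 days (exact permutation tests, two-sided, p = 0.0286 and p = 0.171). The paper gives GUCA1A, CNGA3, NET1 and CACNA2D4 as changed with the negative lens only. Between the lenses, the exact two-sided permutation p-values at 2 days were 0.714, 0.286, 0.571 and 0.743, and at 1 day 0.114, 0.143, 0.0286 and 0.429, so NET1 at 1 day did separate them (adjusted p = 1.00 in edgeR's quasi-likelihood test). The paper describes circadian and phototransduction genes as changed with both lenses. Of 18 pairs of these 7 genes and a comparison, the quasi-likelihood test called 1, DESeq2 with and without the beta prior 16, the likelihood ratio test 13, 1 surrogate variable 9, limma-voom 8, a fit of all 34 chicks 5, RLE normalization 3, no filter on low counts 3 and a fit of only the 2 groups 2.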

Other observations

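In this part, the counts of splits with DESeq2, the test of structural core genes against muscle and the test of clock genes between days 2 and 3 were chosen only after the result was seen.

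Splits of the chicks of a comparison into groups of the same sizes show how often chance gives as many genes. For the comparisons in which the quasi-likelihood test called 0 genes, every split gives as many, so the count is 35 of 35 for the negative lens at 1, 2 and 3 days, the positive lens at 1 and 2 days, the negative lens between days 2 and 3 and the positive lens over both steps, and 10 of 10 for the No Lens group between days 1 and 2. These counts cannot tell a change from its absence. Unadjusted p-values below 0.05 were found for 364, 568, 1181, 443, 286, 579, 162, 467 and 573 genes in these comparisons, in this order. As many were found in 8, 5, 5, 12, 27, 10, 29 and 12 of the 35 splits and in 4 of the 10, the real split included, so chance splits give such numbers too. Some other splits called many genes: up to 504 for the negative lens at 3 days and up to 154 for the No Lens group between days 1 and 2. The 1 gene of the No Lens group between days 2 and 3 was matched by 6 of 35 splits, and the 3 genes of the negative lens group between days 1 and 2 by 3 of 35.

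DESeq2 called genes in most of these comparisons, and in each of them at least 1 other split gave as many. For the negative lens against no lens it was 3 of 35 splits at 1 day, 2 of 35 at 2 days and 7 of 35 at 3 days, and for the positive lens 7 of 35 at 1 day and 2 of 35 at 2 days. Over time it was 4 of 35 for the No Lens group between days 2 and 3, 7 of 35 and 3 of 35 for the negative lens group, and 6 of 35 for the positive lens group between days 2 and 3. It was 10 of 10 for the No Lens group between days 1 and 2 and 35 of 35 for the positive lens group between days 1 and 2, where DESeq2 called 0 genes (573 and 162 at an unadjusted p-value below 0.05 in the quasi-likelihood test). A chance split may account for the counts matched by 4 to 7 of 35 splits. It is less likely for those matched by 2 or 3 of 35, which is still above 1 in 20. Simulations with 0 genes changed gave 5 to 9 calls with DESeq2 and 0 with the quasi-likelihood test.

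The lens effects at 2 days and the No Lens change between days 2 and 3 share the 3 No Lens chicks of day 2 as a reference, and this sharing could by itself give a likeness between them. Across 11882 genes, which are not independent replicates, the correlation of the 2 sets of fold changes was 0.2641 for the negative lens and 0.5542 for the positive lens. With the No Lens chicks of day 2 divided so that no chick served in both comparisons, the mean over both lenses was -0.1222 (6 divisions for each lens, from -0.4509 to 0.046 and from -0.3482 to 0.0671). With the lens group of day 2 as the shared reference in place of the No Lens chicks, the mean was 0.5272 (0.656 for the negative and 0.3984 for the positive lens). The likeness over all genes is in line with the shared reference and does not need an effect of the lens. It does not settle single genes: the 13 genes that the paper lists in common kept their direction in all 12 divisions, but they were selected for a change in both comparisons, so this shows no stability.

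Another phase of the daily cycle in the No Lens chicks of day 2 might account for their circadian genes. Clock genes that the paper did not call (CLOCK and RORB minus PER2, CRY1, CRY2, TEF, HLF and BHLHE40) scored -1.65 ± 0.23 (SD, n = 3) at 2 days and -1.46 ± 0.20 (n = 7) at 1 and 3 days (exact permutation test, two-sided, p = 0.2417). This test pools 2 days that differ, since the score was -1.64 at 1 day, as at 2 days, and -1.33 ± 0.16 (n = 4) at 3 days. Between days 2 and 3 alone it changed by 0.31 (exact permutation test, two-sided, p = 0.1143). Neither test passed 0.05, but a shift in phase between days 2 and 3 is not excluded.

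The first principal component carried 28.4 to 57.0% of the variance within a day. It was not correlated with the total count in any day (0 of 3), and the difference between photoreceptor and choroid and sclera markers was correlated with it in 0 of 3 days too (permutation p from 0.135 to 0.404 for Pearson's r, Spearman's rho from -0.434 to 0.509). At 3 days this component set the positive lens chicks apart from the No Lens and the negative lens chicks (exact permutation tests, two-sided, p = 0.0286 each, adjusted p = 0.129). At 1 and 2 days the lens groups did not differ on it (exact p from 0.5429 to 0.9429), and what separates the chicks there is left open.

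Of 8 structural sets that the paper reports for 1 day, 7 were higher by 0.28 to 0.60 at 3 than at 2 days with the positive lens and glycosylphosphatidylinositol anchor biosynthesis by 0.02. Only arrhythmogenic right ventricular cardiomyopathy passed p < 0.05 (exact permutation test, two-sided, p = 0.0286), and it did not after adjustment (adjusted p = 0.405). With 4 chicks against 4 the adjusted threshold could hardly be passed, so this does not speak against a change. Muscle in the tissue may account for part of these differences. Over the 12 chicks of 3 days, 3 of 8 structural sets were correlated with the skeletal muscle score at an adjusted p-value below 0.05, which is not most of them. They were viral myocarditis, tight junction and vascular smooth muscle contraction. Of these 3, only the first kept its correlation without the 2 chicks farthest from the median score, but these chicks had the highest muscle scores, so this does not speak against muscle.

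Genes of the respiratory chain and ATP synthase, taken by symbol family, were higher than in No Lens chicks with both lenses at 3 days, by 0.19 with the negative and 0.20 with the positive lens. Limma's camera test, which ranks the family against all other genes, gave an adjusted p-value of 0.000140 and 0.0257. Over chicks the same differences had p = 0.0857 and p = 0.114 (exact permutation tests, two-sided, adjusted p = 0.579 for both). At 1 day both lens groups were lower, by -0.07 and -0.14 (adjusted p = 0.0122 and adjusted p = 0.00123 in limma's camera test, and p = 0.429 and p = 0.229 in exact permutation tests over chicks). The paper reports mitochondrial pathways as raised with the negative lens at 2 days. Camera takes genes as its units and allows for their correlation only in part, and none of these 4 tests over chicks passed 0.05.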
